# Transcriptomic and barrier responses of human airway epithelial cells exposed to cannabis smoke

**DOI:** 10.14814/phy2.14249

**Published:** 2019-10-23

**Authors:** Jennifer A. Aguiar, Ryan D. Huff, Wayne Tse, Martin R. Stämpfli, Brendan J. McConkey, Andrew C. Doxey, Jeremy A. Hirota

**Keywords:** Marijuana, Calu‐3 cells, Transepithelial electrical resistance, oxidative stress, interferon stimulated genes

## Abstract

Globally, many jurisdictions are legalizing or decriminalizing cannabis, creating a potential public health issue that would benefit from experimental evidence to inform policy, government regulations, and user practices. Tobacco smoke exposure science has created a body of knowledge that demonstrates the conclusive negative impacts on respiratory health; similar knowledge remains to be established for cannabis. To address this unmet need, we performed *in vitro* functional and transcriptomic experiments with a human airway epithelial cell line (Calu‐3) exposed to cannabis smoke, with tobacco smoke as a positive control. Demonstrating the validity of our *in vitro* model, tobacco smoke induced gene expression profiles that were significantly correlated with gene expression profiles from published tobacco exposure datasets from bronchial brushings and primary human airway epithelial cell cultures. Applying our model to cannabis smoke, we demonstrate that cannabis smoke induced functional and transcriptional responses that overlapped with tobacco smoke. Ontology and pathway analysis revealed that cannabis smoke induced DNA replication and oxidative stress responses. Functionally, cannabis smoke impaired epithelial cell barrier function, antiviral responses, and increased inflammatory mediator production. Our study reveals striking similarities between cannabis and tobacco smoke exposure on impairing barrier function, suppressing antiviral pathways, potentiating of pro‐inflammatory mediators, and inducing oncogenic and oxidative stress gene expression signatures. Collectively our data suggest that cannabis smoke exposure is not innocuous and may possess many of the deleterious properties of tobacco smoke, warranting additional studies to support public policy, government regulations, and user practices.

## Introduction

The United Nations World Drug Report estimates over 180 million global cannabis users (World Heatlh Organization ‐ World Drug Report, 2018). Decriminalization and legalization of cannabis in several global jurisdictions and greater access to medicinal cannabis may lead to increased use of cannabis products. In Canada, combustion is the most common form of cannabis consumption use as reported by 94 and 89% of users in the 2017 and 2018 Canadian Cannabis Surveys respectively (Canada H, 2017; Canada H, 2018). The negative effects of tobacco smoke on the lung and its airway epithelium are universally accepted (Auerbach et al., 1979; Jha et al., 2013; Thun et al., 2013). In contrast, the effects of cannabis smoke on human lung health are less clear (reviewed in Tashkin 2013) and data are needed to effectively inform policy, government regulations, and user practices.

Inhalation of cannabis smoke delivers pharmacologically active ingredients to the lung, including tetrahydrocannabinol (THC) and cannabidiol (CBD), as well as combustion products such as polycyclic aromatic hydrocarbons (Moir et al., 2008). Repeated cannabis smoke exposure is associated with higher incidence of coughing and shortness of breath relative to nonsmokers (Tashkin et al., 1987; Wu et al., 1988; Aldington et al., 2007; Tan et al., 2009); symptoms that are shared with tobacco smoking. Despite these reports there remains a paucity of observational and mechanistic cannabis smoke exposure studies and models that can inform our understanding of potential public health issues.

The lungs are in constant contact with harmful environmental agents such as viruses and bacteria yet we rarely show signs of infection (Parker and Prince, 2011; Huff et al., 2019). Minimized infection is the result of innate and adaptive immune processes that include the physical barrier and immunological functions of the airway epithelium. Protection rendered by the airway epithelium can be compromised by tobacco smoke (Hudy et al., 2010; Eddleston et al., 2011; Rider et al., 2011; Amatngalim et al., 2016), leading to increased susceptibility to infections and potential for host pathology. Whether cannabis smoke exposure similarly impacts airway epithelial cell function and immunity relevant in pathogen defence remains to be determined.

To address the above issues, we performed a series of *in vitro* functional and transcriptomic experiments with a human airway epithelial cell line (Calu‐3) exposed to cannabis smoke, with tobacco smoke used as a positive control. To model cannabis smoke exposure, we used smoke conditioned media methods that have been validated for tobacco combustion experiments (Wirtz and Schmidt, 1996; Bernhard et al., 2004; Bauer et al., 2008; Hudy et al., 2010; Hudy and Proud, 2013; Hudy et al., 2014; Amatngalim et al., 2016; Jamieson et al., 2019). Comparison of differential gene expression patterns from our tobacco smoke conditioned media experiments in Calu‐3 cells to bronchial brushings from human tobacco smokers (Harvey et al., 2007; Tilley et al., 2011) and air‐liquid interface cultures of primary epithelial cells exposed to mainstream tobacco smoke (Mathis et al., 2013; Haswell et al., 2017; Haswell et al., 2018) revealed overlap, validating the relevance of our model. Using cannabis smoke conditioned media, we observed functional and transcriptional responses that were shared with tobacco smoke. Gene expression pathway analysis revealed that cannabis smoke induced DNA replication and oxidative stress responses. Functionally, cannabis smoke impaired epithelial cell barrier function, antiviral responses, and elevated inflammation. Broadly speaking, our data demonstrate that cannabis smoke exposure is not innocuous and induces transcriptional and functional responses in human airway epithelial cells that may impact lung health similar to tobacco smoke.

## Materials and Methods

### Preparation of cannabis and tobacco smoke extracts

Cannabis smoke extract (CSE) and tobacco smoke extract (TSE) conditioned media were prepared according to previously published methods (Rider et al., 2011). For generation of the TSE, a Kentucky Research Grade Cigarette (Lot: 3R4F – cellulose acetate filter, ~0.7g of dried tobacco leaves) was used. For generation of the CSE, cannabis from Dr. Jonathan Page (University of British Columbia, Vancouver, British Columbia, Canada) (13% THCA strain (w/w), with 0.18% THC, 0.35% THCVA, and 0.18% CBGA, ~0.7g dried cannabis) rolled with cardboard filters was used. To prepare the smoke‐conditioned media, either 1 cannabis cigarette or 1 tobacco cigarette was smoked into 4ml of HEPES buffered Eagle’s Minimal Essential Medium (EMEM). Smoke extracts were filtered using a 0.22μm filter. Extracts were standardized by measuring absorbance and diluting with fresh medium to reach a desired dilution (OD260nm = 0.4045*dilution factor, 10% dilution = 0.04045 OD260nm). A single batch of CSE and TSE was generated, aliquoted, and stored at −80°C and used for all subsequent experiments. For RNA‐sequencing experiments, 10% CSE and TSE were used. For concentration‐response studies, 0.625, 1.25, 2.5, 5, 10, and 20% CSE and TSE were used.

### Epithelial cell culture and drugs

Calu‐3 cells obtained from ATCC (Manassas, Virginia, USA) were grown in EMEM with 10mM HEPES, 10% fetal bovine serum (FBS), and antibiotic‐antimycotic, and used between passages 10–20. For exposure experiments, 1 × 10^6^ or 2 × 10^5^ Calu‐3 cells were seeded onto either 4.7 cm^2^ or 0.3 cm^2^ polyester Transwell® permeable supports respectively, with a pore size of 0.4 μm. Cells were grown for 20 days to promote cell polarization, with media on both apical and basal sides (Stentebjerg‐Andersen et al., 2011). FBS was removed from Calu‐3 cultures 24 h prior to the start of the exposures. For exposures, fresh FBS‐free EMEM culture media was added to basal chambers and CSE or TSE media diluted with fresh FBS‐free EMEM culture media was added to the apical chambers for 24 h.

### Cell viability assay

Cell viability was assessed using a Pierce™ LDH Cytotoxicity Assay Kit (ThermoFisher, Mississauga, Ontario, Canada) according to the manufacturer’s instructions.

### Barrier function assessment

Transepithelial Electrical Resistance (TEER) was measured using a Millicell ERS‐2 Voltohmmeter (EMD Millipore, Etobicoke, Ontario, Canada). Resistance was measured just prior to exposure as well as 24 h post‐exposure and multiplied by the growth area of the inserts (Ohms*cm^2^).

### Cytokine Assays

Cell supernatants collected from the apical side of the culture system were analyzed by multiplexed laser bead assays using the 42‐plex human cytokine/chemokine protein arrays (Eve Technologies, Calgary, Alberta, Canada).

### RNA‐sequencing analysis

Total RNA was extracted using an RNeasy Plus Kit (Qiagen, Toronto, Ontario, Canada). cDNA was prepared at The Centre for Applied Genomics at the Hospital for Sick Children (Toronto, Ontario, Canada). Samples were sequenced on the Illumina HiSeq 2500 instrument with 125 bp paired‐end reads to a minimum depth of 30 million reads per sample. Reads were de‐multiplexed and trimmed and BCL files generated from the Illumina sequencer were converted to FASTQ files.

After quality control using FastQC (v.0.11.7) and Prinseq (v.0.20.4), sequences were aligned to the human reference genome (hg19) using HISAT2 (v.2.1.0) and assembled into full transcriptomes using StringTie (v.1.3.3b). Samtools (v.1.9) was used to convert and sort HISAT2 output into sorted bam files for use by StringTie. StringTie was also used to calculate transcript abundances for downstream differential expression analysis using the Ballgown package in R (v. 3.4.3) which provides *p* values, FDR‐adjusted *P* values (*q* values), and fold change values for all genes in each comparison. A snakemake‐based pipeline called hppRNA (v.1.3.3) was used to combine the above steps into a streamlined work‐flow.

### Validation of cell culture and exposure methods

To validate the use of Calu‐3 cells exposed to smoke extract‐conditioned media *in vitro*, four independent tobacco smoke exposure datasets were compared to the results from the TSE versus Control differential expression analysis. Two microarray datasets (GSE4498 and GSE11784) and two high‐throughput RNA‐sequencing datasets (SRP096285 and SRP126155) were used for validation. GSE4498 and GSE11784 datasets consist of gene expression data obtained from microarray analysis of mainstream tobacco cigarette smoke‐exposed airway epithelial cells compared to cells from healthy individuals (bronchial brushings). SRP096285 and SRP126155 datasets consist of nasal epithelial cells cultured on Transwells and exposed to either 3R4F reference tobacco cigarette smoke extract‐conditioned media or air. To determine the correlation between either of these datasets and our own dataset, a list of differentially expressed genes from the deposited dataset (adjusted *P* < 0.05) was compared to the differentially expressed genes from our TSE versus Control dataset (adjusted *P* < 0.05). The intersection of gene names from both lists was determined and these genes were plotted and their correlation was determined using Pearson’s r with *p*‐value reported. Significance of the gene overlap was determined by a hypergeometric test in R.

### Functional enrichment and pathway analyses

Lists of significantly differentially expressed genes were identified for CSE versus control and TSE versus control (as determined by Ballgown, FDR *q*‐value < 0.05) and genes present in both comparisons were submitted to EnrichR to identify enriched pathways and functional ontologies (Chen et al., 2013). Terms were ranked within ontologies by EnrichR’s combined score (log(*p* value) x z‐score of the deviation from the expected rank). Expected rank (FDR adjusted *P* value) was calculated by EnrichR by running the Fisher exact test for random gene sets in order to compute a mean rank and standard deviation from the expected rank for each term in the gene set library.

### Statistical analysis

Significant changes in cell viability, TEER, and cytokines were identified through permutation ANOVA followed by Tukey Honest Significant Difference (HSD) post‐hoc test using the “lmPerm” package in R (v. 3.4.3). Significant differences between transcriptional expression profiles were identified through ANOSIM using the “vegan” package in R (v.3.4.3). For all analyses, differences were considered statistically significant when FDR adjusted *p* values are less than 0.05, or equivalently with a false‐discovery rate of 5%. For all experiments, four independent biological replicates derived from distinct Calu‐3 stocks were performed (*n* = 4).

## Results

### *In vitro* cannabis smoke exposure‐induced changes in gene expression overlap with tobacco smoke

For our experiments, the transcriptomic changes induced by tobacco smoke were used as positive control stimulus to determine the relative impact of cannabis smoke exposure.

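RNA-sequencing was performed on Calu-3 cells, a human lung adenocarcinoma line that forms polarized airway epithelial layers on permeable supports. The groups were control, CSE-exposed and TSE-exposed cells, with 4 samples in each, and the exposures lasted 24 h at a dilution of 10%. CSE and TSE are culture media into which a cannabis or a tobacco cigarette had been smoked. A further 12 samples of the same 3 exposures were treated with the beta-agonist formoterol (10 nM) and the glucocorticoid budesonide (100 nM). The paper does not report those samples, and beside its conclusions they are used only for a limit of *TNFRSF10A*. For each sample the authors deposited StringTie's table of 42515 annotated transcripts of hg19, with the coverage and the FPKM (fragments per kilobase of transcript, scaled to the aligned fragments of the sample) of each transcript. The ratio of coverage to FPKM is the same for every transcript of a sample and gives its depth in aligned fragment bases, given here in gigabases (Gb). That depth ranged from 7.66 to 8.56 Gb in control cells (median 7.95), from 7.36 to 8.11 Gb in CSE-exposed cells (median 8.06) and from 7.78 to 8.16 Gb in TSE-exposed cells (median 8.13). The paper gives its minimum depth in reads, and the values here rest on aligned bases.
FPKM was summed over the transcripts that share a gene name, which gave 19248 genes. Differential expression was tested on log2(FPKM + 1) with limma's moderated linear model, each comparison on its own 8 samples, over genes with a mean FPKM of at least 0.1 in those samples. Genes with a Benjamini-Hochberg adjusted *P* under 0.05 were counted as differentially expressed. Log2 fold changes are on the log2(FPKM + 1) scale, which understates the change of genes with a low FPKM. The paper's methods name Ballgown, which fits a linear model to the same scale without moderation and with a covariate for library size, and that model was run as an alternative. In data simulated from the control samples with 200 genes changed by 1 log2 unit, limma recovered 88.0% of the changed genes, and 7.37% of the genes it called were unchanged. The changed genes were all well expressed, and the noise was normal and independent, without a replicate effect. Under CSE, 84 genes past the threshold changed by at least 1 log2 unit, so these rates do not cover the smaller changes. The replicates carry the numbers 1 to 4 in every group. Deviations from the group means had a mean correlation across genes of 0.0424 over the 12 pairs of samples with the same number. Over the 36 pairs with different numbers it was -0.0141. With the further samples included, the correlations were 0.0689 and -0.0230. The third principal component of all samples, with 7.63% of the variance, followed the replicate number (R2 = 0.817). A replicate effect is thus present, which fits without a block ignore, and results with the replicate number as a block are therefore given as well. ANOSIM on the Euclidean distances between the 12 samples, over 11874 genes, gave R = 0.690 for the 3 groups (permutation *P* = 0.00061).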

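Against control cells, exposure to CSE changed the expression of 1159 of 11884 tested genes, of which 592 were higher and 567 lower. Exposure to TSE changed 1671 of 11878 tested genes, of which 931 were higher and 740 lower. With the replicate number as a block, 591 genes passed the threshold under CSE and 1503 under TSE. Ballgown's default model, on genes with a variance of FPKM above 1, gave 1273 under CSE and 781 under TSE. Which extract changed more genes thus depended on the model. Among the alternatives, leaving out 1 of the 8 samples moved the CSE count most, to between 579 and 1294 genes. The 2 lists had 819 genes in common, of which 414 were higher and 405 lower under both extracts. Lists of these sizes drawn independently would share 164. These lists are not independent, as both rest on the same 4 control samples, so 164 may be too low a reference. In the fits with the block, 453 genes were shared. Across the 11806 genes tested in both comparisons, the log2 fold changes under CSE and TSE had a Pearson correlation of 0.743. Both fold changes were taken against the same 4 control samples. When 2 of the controls were used for CSE and the other 2 for TSE, the correlation was 0.405 on average over the 6 assignments, with a range from 0.356 to 0.431, and no other alternative lowered it as far.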

Transcriptomic analysis of differentially expressed genes following cannabis or tobacco smoke exposure for 24 h at 10% dilution revealed a highly significant correlation (*r* = 0.695, *P* < 1.0*10^−15^) and overlap of shared changes in gene expression (Fig. 1, *n* = 389, purple triangles).

**Figure 1:**
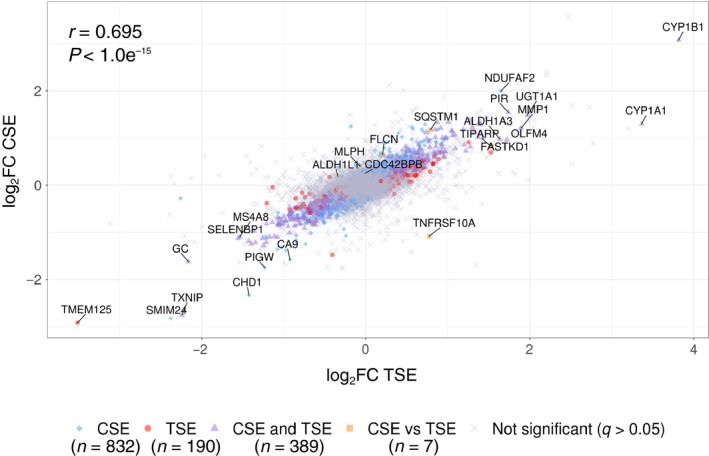
Cannabis and tobacco smoke extract‐induced transcriptomic changes. Correlation of differential gene expression profiles (log_2_FoldChange(FC)) versus control, comparing cannabis and tobacco exposures, as determined by Pearson’s correlation. Significantly differentially expressed genes in cannabis smoke extract (CSE) only (blue diamonds, *n* = 832), tobacco smoke extract (TSE) only (red dots, *n* = 190), and shared between CSE and TSE (purple triangles, *n* = 389) are highlighted. Only seven genes were identified as significantly differentially expressed between CSE and TSE (orange squares, *n* = 7).

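Of the genes past the threshold under TSE, 852 did not pass it under CSE. Among them, 850 were also tested under CSE, and 816 had a change in the same direction there. Control samples that both comparisons share favour the same direction. With the replicate number as a block, 1050 genes passed under TSE only, and with Ballgown's default model 228 did. Another 15 genes are named in Fig. 1 besides those in the text. All 15 changed in the same direction under both extracts, 14 of them past the threshold under CSE (5 higher, 9 lower) and 12 under TSE (5 higher, 7 lower). The 1 gene not past it under CSE was *FASTKD1* (chromosome 2, 170386262 to 170430431), with 1.38 ± 0.925 FPKM (SD, n = 4) in control cells, 2.82 ± 1.48 under CSE and 3.87 ± 0.914 under TSE. Its log2 fold change was 0.65 under CSE (SE 0.39, adjusted *P* = 0.355) and 1.09 under TSE (SE 0.27, adjusted *P* = 0.0289, or 0.0591 with the block). *MS4A8* (chromosome 11 of hg19, 60467047 to 60483285) fell from 14.7 ± 1.03 FPKM (SD, n = 4) in control cells to 6.24 ± 1.09 under CSE and 4.43 ± 0.567 under TSE. Its log2 fold change was -1.13 under CSE (SE 0.11, adjusted *P* = 0.00115 from limma) and -1.54 under TSE (SE 0.09, adjusted *P* = 5.05e-05). *SELENBP1* (chromosome 1, 151336778 to 151345210) had log2 fold changes of -1.08 (SE 0.11, adjusted *P* = 0.00162) and -1.43 (SE 0.11, adjusted *P* = 0.000173). *OLFM4* (chromosome 13, 53602876 to 53626196) rose under both, by a log2 fold change of 0.95 (SE 0.13, adjusted *P* = 0.00442) under CSE and 1.67 (SE 0.11, adjusted *P* = 0.000135) under TSE. *CA9* (chromosome 9, 35673915 to 35681154) had a log2 fold change of -1.62 under CSE and -0.77 under TSE, and the difference between the extracts did not pass the threshold (adjusted *P* = 0.254).
The replicates of *CHD1*, *NDUFAF2* and *PIGW* lay far apart. *CHD1* (chromosome 5, 98190908 to 98262238) was between 11.8 and 13.8 FPKM in the control samples and at 9.61 FPKM in CSE replicate 1, while the other 3 CSE replicates lay between 0.291 and 0.300 FPKM. Its log2 fold change under CSE was -2.65 (SE 0.65, adjusted *P* = 0.0392), and the adjusted *P* was 0.0681 with the block. *NDUFAF2* (chromosome 5, 60240956 to 60448864) rose from 4.55 ± 0.672 FPKM (SD, n = 4) to 22.2 ± 4.20 under CSE, while its TSE replicates were 26.6, 5.73, 4.27 and 31.2 FPKM (adjusted *P* = 0.198). *PIGW* (chromosome 17, 34891403 to 34895150) was at or below 0.376 FPKM in the 4 CSE replicates and in TSE at 4.29 FPKM in replicate 2 and at or below 0.261 FPKM in the other 3.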

Enriched pathways and functional ontologies were explored based on gene expression patterns using the bioinformatic tool, EnrichR (Chen et al., 2013) (data not shown). Significantly differentially expressed genes that overlapped between CSE‐exposed and TSE‐exposed (*n* = 389, purple triangles) cells were analyzed. 

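In 802 of the genes past the threshold under both extracts, every exposed sample lay beyond every control sample on the same side. Among these, the largest average rises after *CYP1B1* and *CYP1A1* were those of *UGT1A1*, *UGT1A6* and *PIR*. *UGT1A1* (chromosome 2 of hg19, 234668919 to 234681945) went from 12.4 ± 2.35 FPKM (SD, n = 4) in control cells to 36.6 ± 2.85 under CSE and 55.8 ± 4.06 under TSE, log2 fold changes of 1.49 (SE 0.12, adjusted *P* = 0.00052 from limma) and 2.09 (SE 0.12, adjusted *P* = 4.56e-05). *UGT1A6* lies over the same part of chromosome 2 and shares exons with *UGT1A1*, so the division of fragments between them is uncertain. Its log2 fold changes were 1.49 (SE 0.33) and 2.03 (SE 0.30), and the change under CSE had an adjusted *P* of 0.0278, or 0.0681 with the block. *PIR* (chromosome X, 15402924 to 15511711) had log2 fold changes of 1.60 (SE 0.13, adjusted *P* = 0.000546) and 1.82 (SE 0.08, adjusted *P* = 1.22e-05).
The largest average falls were those of *TMEM125*, *SMIM24*, *TXNIP*, *GC* and *HSPA1A*. *TXNIP* (chromosome 1, 145438438 to 145442628) fell from 45.1 ± 6.72 FPKM to 5.77 ± 3.03 under CSE and 9.27 ± 2.13 under TSE, log2 fold changes of -2.85 (SE 0.27, adjusted *P* = 0.000864) and -2.18 (SE 0.16, adjusted *P* = 0.000157). *GC* (chromosome 4, 72607411 to 72671237) fell from 116 ± 5.69 FPKM to 36.7 ± 4.79 and 25.3 ± 1.48, log2 fold changes of -1.64 (SE 0.09, adjusted *P* = 0.000156) and -2.15 (SE 0.06, adjusted *P* = 4.84e-07). *TMEM125* (chromosome 1, 43735665 to 43739673) was at 9.99 ± 0.716 FPKM in control cells and was listed at 0 in all 4 TSE replicates and in 3 CSE replicates, while CSE replicate 4 had 6.25 FPKM. *SMIM24* (chromosome 19, 3474405 to 3480540) was between 40.4 and 44.9 FPKM in the control samples, between 1.23 and 19.3 FPKM under CSE and between 0.953 and 11.9 FPKM under TSE. With the block, neither *TMEM125* (adjusted *P* = 0.06) nor *SMIM24* (adjusted *P* = 0.0532) passed the threshold under CSE. *HSPA1A* has a near-identical copy next to it, so its values are uncertain. Its log2 fold changes were -1.16 (SE 0.10) and -1.71 (SE 0.42), with TSE replicate 3 at 21.9 FPKM and the other 3 between 82.4 and 93.0 FPKM.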

Analysis of these shared significantly differentially expressed genes revealed increased expression of genes involved in the NRF2 and aryl hydrocarbon receptor pathways that are both involved in responding to oxidative stress and xenobiotic molecules. Moreover, the two genes most upregulated by both smoke exposures were aryl hydrocarbon receptor induced genes *CYP1A1* and *CYP1B1*. 

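The paper does not show its enrichment results, so lists of genes known to be induced through NRF2 or the aryl hydrocarbon receptor (AHR) were written before the data were examined, and the mean log2(FPKM + 1) over each list was compared between the groups of 4. Of the 30 NRF2 targets listed, 29 were tested. Their mean was 4.88 ± 0.12 (SD, n = 4) in control cells, 5.68 ± 0.17 under CSE and 5.73 ± 0.10 under TSE. The differences of 0.80 and 0.85 each had an exact permutation *P* of 0.0286 (two-sided), which is the smallest that 4 samples against 4 allow, and a Benjamini-Hochberg adjusted *P* of 0.0408 over 10 such tests. Under CSE, 29 of the 29 targets were higher and 22 passed the threshold. Under TSE, 28 were higher and 22 passed it. Of the 13 AHR targets listed, 10 were tested. Their mean rose from 3.76 ± 0.05 in control cells to 4.83 ± 0.09 under CSE and 5.39 ± 0.08 under TSE, differences of 1.06 and 1.63 with the same exact permutation *P*. Of the 10 AHR targets, 8 passed the threshold under CSE and 9 under TSE, all of them higher. Every difference between samples with the same replicate number was positive, from 0.47 to 1.00 for the NRF2 targets and from 1.01 to 1.70 for the AHR targets. An exact test that flips the signs of these 4 differences cannot give a *P* below 0.125, which was its value in each case.

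**Figure D1:**
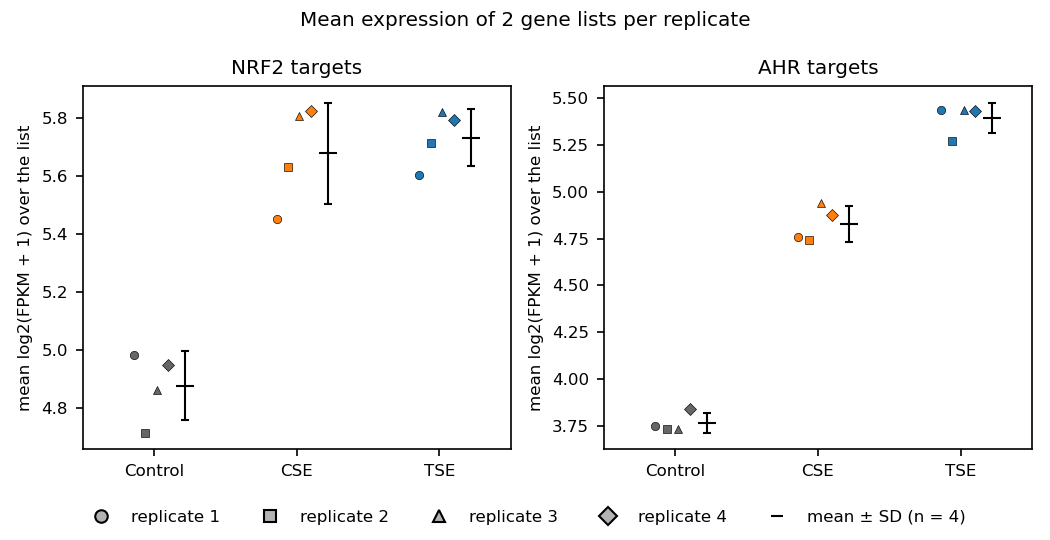
Mean log2(FPKM + 1) over the NRF2 targets (left) and the AHR targets (right) in each replicate of control, CSE-exposed and TSE-exposed Calu-3 cells, with symbols for the replicate number and bars for the mean ± SD (n = 4). All exposed samples lie above all control samples, and for the AHR targets the 4 TSE samples, between 5.27 and 5.44, lie above the 4 CSE samples.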

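*CYP1B1* (3 exons, chromosome 2 of hg19, 38294746 to 38303323) had 15.8 ± 1.72 FPKM (SD, n = 4) in control cells, 138 ± 9.49 under CSE and 236 ± 14.5 under TSE. Its log2 fold change was 3.06 under CSE (SE 0.09, adjusted *P* = 3.14e-06 from limma) and 3.82 under TSE (SE 0.08, adjusted *P* = 1.35e-07), rank 2 of all tested genes under CSE and rank 1 under TSE. With each sample left out in turn, the log2 fold change stayed between 2.986 and 3.0998 under CSE and between 3.76 and 3.87 under TSE. *CYP1A1* (7 exons, chromosome 15, 75011883 to 75017877) was listed at 0 in all 4 control samples and had 1.44 ± 0.598 FPKM under CSE and 9.35 ± 0.746 under TSE. Its log2 fold change was 1.25 under CSE (SE 0.18, adjusted *P* = 0.00525), rank 46, and 3.37 under TSE (SE 0.08, adjusted *P* = 1.35e-07), rank 2. Because the control values are 0, the size of the change depends on the pseudocount: with log2(FPKM + 0.1) it was 3.84 under CSE and 6.56 under TSE. For both genes, every exposed sample was above every control sample, and every TSE sample was above every CSE sample (exact permutation *P* = 0.0286 for each comparison). With the replicate number as a block, the adjusted *P* under CSE was 0.00298 for *CYP1B1* and 0.0283 for *CYP1A1*.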

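*E2F1* (chromosome 20 of hg19, 32263292 to 32274210) rose from 5.96 ± 0.678 FPKM (SD, n = 4) in control cells to 12.1 ± 2.61 under CSE and 15.9 ± 1.19 under TSE, log2 fold changes of 0.90 (SE 0.14, adjusted *P* = 0.0079 from limma) and 1.28 (SE 0.09, adjusted *P* = 0.000132). *MYC* (chromosome 8, 128748315 to 128753680) rose from 26.2 ± 0.937 FPKM to 43.2 ± 5.14 and 46.7 ± 2.68, log2 fold changes of 0.69 (SE 0.08, adjusted *P* = 0.00286) and 0.81 (SE 0.05, adjusted *P* = 0.000132). For both genes every exposed sample was above every control sample, and with the replicate number as a block the adjusted *P* values under CSE were 0.0302 and 0.0228. The mean log2(FPKM + 1) over 35 DNA replication genes, such as the MCM and GINS subunits and replication factors, was 3.37 ± 0.07 in control cells, 3.64 ± 0.10 under CSE and 3.88 ± 0.08 under TSE. Under CSE the difference was 0.27, with 30 of the 35 genes higher and 12 past the threshold. Under TSE it was 0.51, with 33 higher and 27 past the threshold (exact permutation *P* = 0.0286 for each extract). For 32 other genes of the cell cycle and E2F targets, the mean rose by 0.35 under TSE, with the 4 TSE samples above all control samples, and by 0.09 under CSE, which is within the spread of the replicates (exact permutation *P* = 0.429).
Over 46 interferon-stimulated genes, the mean was 3.103 ± 0.13 in control cells, 2.84 ± 0.09 under CSE and 2.95 ± 0.06 under TSE. The difference was -0.27 under CSE (exact permutation *P* = 0.0571) and -0.15 under TSE (exact permutation *P* = 0.114), so neither was beyond the replicate error by this test, with 36 and 32 of the 46 genes lower. In each of the 4 replicate numbers the exposed sample was below its control. Of the 46 genes, 14 passed the threshold under CSE, all lower, and 13 under TSE, of which 10 were lower and 3 higher.

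**Figure D2:**
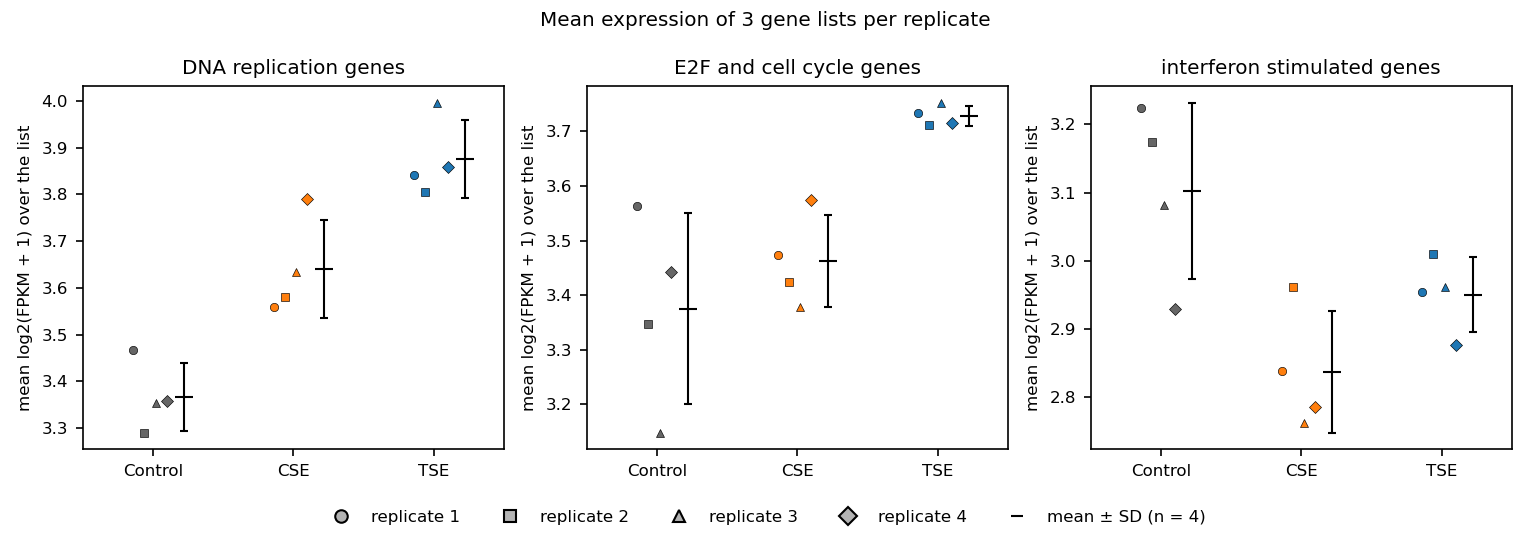
Mean log2(FPKM + 1) over DNA replication genes, E2F and cell cycle genes and interferon-stimulated genes in each replicate of control, CSE-exposed and TSE-exposed Calu-3 cells, with symbols for the replicate number and bars for the mean ± SD (n = 4). DNA replication genes are higher in all exposed samples, E2F and cell cycle genes are above all control samples in the 4 TSE samples and in 1 CSE sample, and for interferon-stimulated genes control replicate 4, at 2.93, lies among the exposed samples.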

We also observed increases in genes involved with cell replication pathways, cell cycle activating transcription factors E2F1 and MYC, altered barrier function, and lowered antiviral responses in smoke‐exposed cells (see Figs. 3, 4).

**Figure 2:**
Transcriptomic correlations of *in vitro* tobacco smoke exposure in Calu‐3 cells to human smokers and primary airway epithelial cells. Correlation of Calu‐3 cell differential gene expression profile (log2FoldChange (FC)) following exposure to tobacco smoke extract (TSE) and differential gene expression profiles between healthy controls and lifetime smokers in the publicly available datasets (A) GSE4498 and (B) GSE11784. Genes that are identified in both datasets and exhibit statistically significant differences in expression are included. Correlations with differential gene expression profiles from primary human airway epithelial cells grown under air‐liquid interface culture conditions and exposed to main‐stream tobacco smoke using the publicly available datasets (C) SRP096285 and (D) SRP126155.

**Figure 3:**
Impact of cannabis smoke exposure on epithelial cell barrier function and transcriptomic profile. Genes involved in (A) airway epithelial repair and remodeling or epithelial junctions were curated from the RNA‐sequencing dataset performed at 10% CSE or TSE. The expression for each gene is presented for all experimental replicates, with expression for each replicate being scaled by the gene. Calu‐3 cells were exposed to increasing concentrations of CSE (orange) or TSE (blue) (control, 0.625%, 1.25%, 2.5%, 5%, 10%, and 20%) for 24h with outcome measurements of (B) cell viability assessed by lactate dehydrogenase (LDH) assay, (C) transepithelial electrical resistance – TEER (ohms*cm^2^), (D) transforming growth factor‐alpha (TGF‐α) (pg/mL), and (E) platelet derived growth factor‐AA (PDGF‐AA) (pg/mL). *=*P* < 0.05 relative to control untreated ‐ Tukey HSD. Error bars represent standard deviation (*n* = 4).

**Figure 4:**
Impact of cannabis smoke exposure on epithelial cell antiviral and inflammatory expression and transcriptomic profile. Genes involved in (A) airway epithelial anti‐viral, pro‐inflammatory, or neutrophil mediated immunity were curated from the RNA‐sequencing dataset performed at 10% CSE or TSE. The expression for each gene is presented for all experimental replicates, with expression for each replicate being scaled by the gene. Calu‐3 cells were exposed to increasing concentrations of CSE (orange) or TSE (blue) (control, 0.625%, 1.25%, 2.5%, 5%, 10%, and 20%) for 24h with outcome measurements of (B) interferon gamma induced protein‐10 (CXCL10) (pg/mL), (C) regulated on activation, normal T cell expressed and secreted (CCL5) (pg/mL), (D) IL‐8 (pg/mL), and (E) IL‐6 (pg/mL). *=*P* < 0.05 relative to control untreated ‐ Tukey HSD. Error bars represent standard deviation (*n* = 4).

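Between CSE-exposed and TSE-exposed cells, 8 of 11819 tested genes passed the threshold, 3 of them higher and 5 lower under CSE, and 1100 had an unadjusted *P* under 0.05. With the replicate number as a block, no gene passed it, with 1260 genes at an unadjusted *P* under 0.05, and with all 3 groups in one fit 24 genes did. The genes higher under CSE were *TPD52L2*, with a log2 difference of 1.28 (SE 0.11, adjusted *P* = 0.00909 from limma), *CEACAM7* with 1.21 (SE 0.12, adjusted *P* = 0.0136) and *SLC3A1* with 0.64 (SE 0.07, adjusted *P* = 0.0242). Those lower under CSE were *TNFRSF10A*, *CYP1A1*, *CYP1B1*, *TIPARP* and *ALDH1A3*. *ALDH1A3* (chromosome 15 of hg19, 101419897 to 101456830) had 10.3 ± 0.566 FPKM (SD, n = 4) in control cells, 21.7 ± 2.33 under CSE and 34.0 ± 1.40 under TSE, and the log2 difference of CSE from TSE was -0.63 (SE 0.08, adjusted *P* = 0.0462). The difference of CSE from TSE was -2.12 for *CYP1A1* (SE 0.18, adjusted *P* = 0.00839) and -0.77 for *CYP1B1* (SE 0.07, adjusted *P* = 0.0119).
Of the genes past the threshold under CSE, 340 did not pass it under TSE, or 138 with the block. With Ballgown's default model this count was 720. Among 339 of the 340 that were also tested under TSE, 323 changed in the same direction there, 199 with an unadjusted *P* under 0.05. The shared control samples favour the same direction here as well. In the direct comparison of the extracts, 2 of the 340 passed the threshold and 104 had an unadjusted *P* under 0.05.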

Minor differences in responses between CSE and TSE reveals that cannabis smoke exposure is able to induce selective changes in gene expression that are not altered with tobacco smoke (Fig. 1, blue diamonds, *n* = 832) or were different from tobacco smoke (Fig. 1, orange squares, *n* = 7). Only seven genes (*ALDH1L1*, *CDC42B2B*, *MLPH*, *SQSTM1*, *TIPARP*, *TNFRSF10A*, and *FCLN*) were differentially expressed between CSE and TSE exposure. However, these genes may be of interest in the context of airway epithelial cell biology following smoke exposure. 

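The genes printed as *CDC42B2B* and *FCLN* are listed in the annotation as *CDC42BPB* and *FLCN*. *TIPARP*, an AHR target (chromosome 3 of hg19, 156392205 to 156424557), had 13.7 ± 0.926 FPKM (SD, n = 4) in control cells, 25.4 ± 1.48 under CSE and 40.2 ± 2.04 under TSE, a log2 difference of CSE from TSE of -0.64 (SE 0.06, adjusted *P* = 0.0119 from limma). *CDC42BPB* (chromosome 14, 103398716 to 103523742) had 12.5 ± 0.423 FPKM under CSE and 9.08 ± 0.281 under TSE, a log2 difference of 0.42 (SE 0.06, adjusted *P* = 0.0523). *MLPH* (chromosome 2, 238395053 to 238463961) had 7.69 ± 0.476 FPKM under CSE and 5.22 ± 0.121 under TSE, a log2 difference of 0.48 (SE 0.06, adjusted *P* = 0.0545), and 5.49 ± 0.223 FPKM in control cells. *ALDH1L1* (chromosome 3, 125822404 to 125900029) had 3.82 ± 0.445 FPKM under CSE and 2.44 ± 0.136 under TSE, a log2 difference of 0.48 (SE 0.09, adjusted *P* = 0.158). *FLCN* (chromosome 17, 17115527 to 17140502) had 5.32 ± 0.408 FPKM under CSE and 4.11 ± 0.127 under TSE, a log2 difference of 0.31 (SE 0.07, adjusted *P* = 0.241). In these 5 genes and in *TNFRSF10A* no CSE sample overlapped a TSE sample (exact permutation *P* = 0.0286 for each gene). *SQSTM1* (chromosome 5, 179233388 to 179265077) rose under both extracts, from 196 ± 10.2 FPKM to 462 ± 61.4 under CSE and 358 ± 19.7 under TSE. Its log2 difference of 0.36 (SE 0.11, adjusted *P* = 0.341) did not pass the threshold. It stayed between 0.307 and 0.460 with each sample left out in turn (exact permutation *P* = 0.0571 with all samples). With Ballgown's default model on genes with a variance of FPKM above 1, *CDC42BPB*, *MLPH*, *SQSTM1*, *TIPARP* and *TNFRSF10A* each had an adjusted *P* of 0.0206, while *ALDH1L1* and *FLCN* did not reach that variance.

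**Figure D3:**
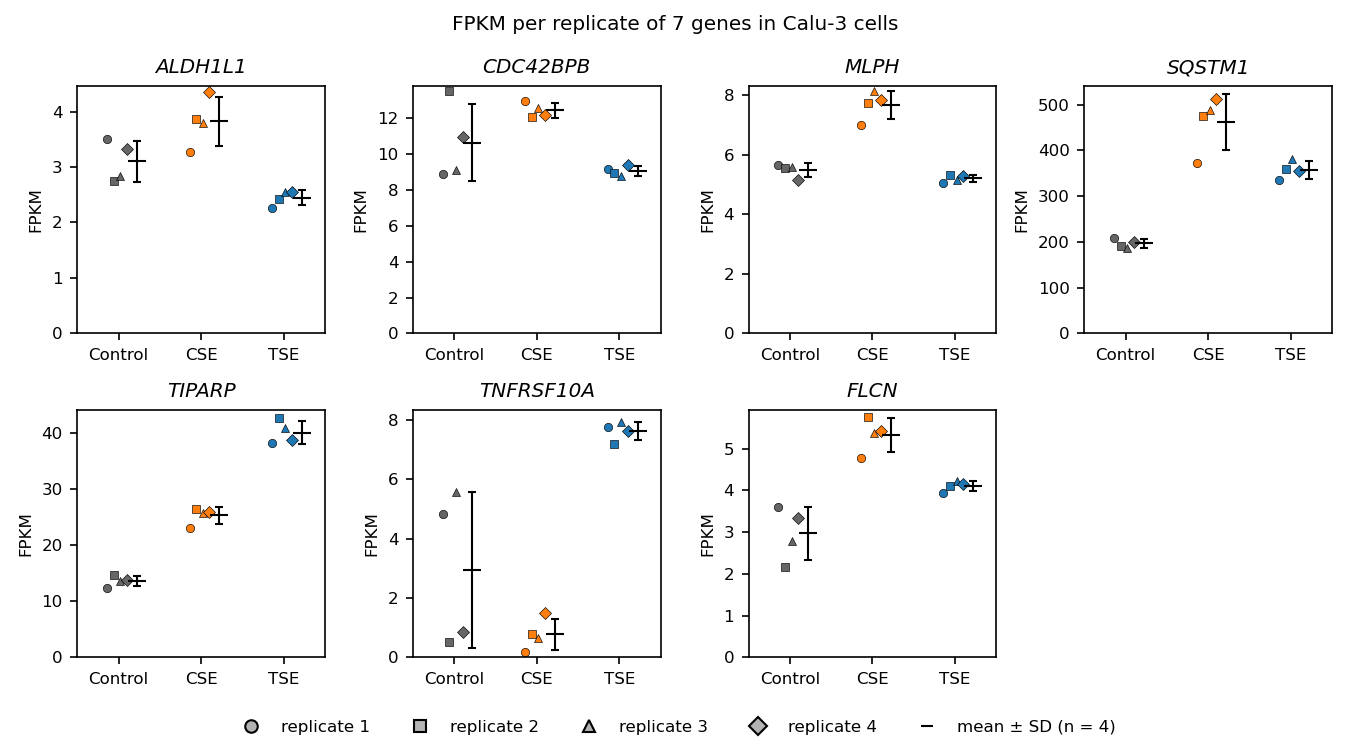
FPKM of *ALDH1L1*, *CDC42BPB*, *MLPH*, *SQSTM1*, *TIPARP*, *TNFRSF10A* and *FLCN* in each replicate of control, CSE-exposed and TSE-exposed Calu-3 cells, with symbols for the replicate number, bars for the mean ± SD (n = 4) and each vertical axis from 0. The TSE samples of *TNFRSF10A* lie together between 7.19 and 7.93 FPKM, while its control samples split into values of 4.85 and 5.58 and values of 0.523 and 0.868 FPKM.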

For instance, *TNFRSF10A* (Death Receptor 4, *DR4*) was significantly down‐regulated in CSE relative to TSE exposed cells (4.8 fold change).

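*TNFRSF10A* (10 exons, chromosome 8 of hg19, 23048970 to 23082680) had 0.775 ± 0.534 FPKM (SD, n = 4) in CSE-exposed cells and 7.63 ± 0.318 in TSE-exposed cells, a log2 difference of -2.33 (SE 0.19, adjusted *P* = 0.00839 from limma). That is a fold change of 5.03 between the means of log2(FPKM + 1), and it stayed between -2.51 and -2.16 on the log2 scale with each sample left out in turn. With log2(FPKM + 0.1) the fold change was 10.4, and with the replicate number as a block the adjusted *P* was 0.104. The control samples ranged from 0.523 to 5.58 FPKM (mean 2.95 ± 2.63). Neither the log2 fold change of -0.91 under CSE against control (SE 0.50, adjusted *P* = 0.311) nor that of 1.42 under TSE (SE 0.47, adjusted *P* = 0.0854) passed the threshold. In the further samples treated with formoterol and budesonide, the log2 difference of CSE from TSE had the other sign, 1.20 (SE 0.82, adjusted *P* = 0.895).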

Collectively, these results demonstrate that cannabis smoke exposure impacts transcriptional responses in airway epithelial cells consistent with an oxidative stress phenotype, cell replication, and altered innate immunity.

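Compared directly, CSE-exposed and TSE-exposed cells differed in the mean log2(FPKM + 1) of the AHR targets by -0.57, of the DNA replication genes by -0.23 and of the E2F and cell cycle genes by -0.27, where each CSE sample was below each TSE sample (exact permutation *P* = 0.0286 for each list). All 35 DNA replication genes were lower under CSE than under TSE, and none of the 35 passed the threshold on its own. Of the 32 E2F and cell cycle genes, 27 were lower under CSE. The NRF2 targets differed by -0.05 (exact permutation *P* = 0.686). The interferon-stimulated genes differed by -0.11 (exact permutation *P* = 0.0857), with each CSE sample below the same-numbered TSE sample, by -0.20 to -0.05, and 37 of the 46 genes lower under CSE. The paper states that the NRF2 and AHR pathways respond to oxidative stress and xenobiotic molecules, and from its results it concludes that exposure to cannabis smoke alters transcription in airway epithelial cells. For the phenotype it proposes oxidative stress, cell replication and a changed innate immunity.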

### *In vitro* tobacco smoke exposure of Calu‐3 cells recapitulates differential gene expression patterns observed in human smokers and primary airway epithelial cells

*In vitro* tobacco smoke exposure models have been extensively used with many experimental variations including cell type (cell line vs. primary), culture format (submerged monolayer vs. air‐liquid interface), or exposure format (smoke conditioned media vs. mainstream smoke). We selected Calu‐3 cells grown under submerged monolayer conditions as an *in vitro* model for studying the transcriptomic effects of cannabis smoke exposure (Kreft et al., 2015).

To determine the ability of this model to recapitulate biologically relevant gene expression patterns, we generated an RNA‐sequencing transcriptomic dataset of Calu‐3 cells following 24h tobacco smoke exposure (10% TSE) and compared it with previous transcriptomic datasets derived from (1) airway epithelial cells isolated from bronchial brushings of lifetime tobacco smokers; (2) primary human airway epithelial cells grown under air‐liquid interface culture conditions and acutely exposed to main stream tobacco smoke (Harvey et al., 2007; Tilley et al., 2011; Haswell et al., 2017; Haswell et al., 2018).

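The Calu-3 side of this comparison is the fit of TSE-exposed against control cells, in which 14.1% of the tested genes passed the threshold, 83 of them by at least 1 log2 unit. The genes named in Fig. 2 are *ME1*, *TKT*, *GCLC* and *KHDRBS3*, and in these samples all 4 were higher under TSE, with no overlap between exposed and control samples. *GCLC*, the catalytic subunit of glutamate-cysteine ligase (chromosome 6 of hg19, 53362140 to 53409927), rose from 10.3 ± 0.47 FPKM (SD, n = 4) to 26.5 ± 0.484, a log2 fold change of 1.29 (SE 0.05, adjusted *P* = 5.07e-06 from limma). *ME1*, malic enzyme 1 (chromosome 6, 83920110 to 84140938), rose from 1.98 ± 0.2 FPKM to 7.15 ± 0.315, a log2 fold change of 1.45 (SE 0.07, adjusted *P* = 2.52e-05). *TKT*, transketolase (chromosome 3, 53258723 to 53290130), rose from 132 ± 13.98 FPKM to 298 ± 26.2, a log2 fold change of 1.17 (SE 0.09, adjusted *P* = 0.000189). *KHDRBS3* (chromosome 8, 136469708 to 136659852) rose from 8.26 ± 0.389 FPKM to 19.8 ± 1.19, a log2 fold change of 1.17 (SE 0.06, adjusted *P* = 3.1e-05). With the replicate number as a block, their adjusted *P* values were 0.00112, 0.00185, 0.00367 and 0.00151 in the same order.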

We observed correlation (*r* = 0.764, *P* = 3.4*10^−5^ and *r = *0.576, *P* = 2.2*10^−6^) of differentially expressed genes between the transcriptomes of Calu‐3 cells exposed to tobacco smoke conditioned media and bronchial brushings obtained by tobacco smokers in two independent datasets (GSE4498 and GSE11784) (Harvey et al., 2007; Tilley et al., 2011) (Fig. 2A–B). Furthermore, expression levels of differentially expressed genes were also correlated (*r* = 0.770, *P* = 3.0*10^−8^ and *r = *0.665, *P* = 1.6*10^‐12^) between tobacco smoke exposure Calu‐3 cells and air‐liquid interface cultures of primary human airway epithelial cells exposed to mainstream tobacco smoke in two independent datasets (SRP096285 and SRP126155)(Haswell et al., 2017; Haswell et al., 2018)(Fig. 2C–D). A hypergeometric test shows significant overlap of differentially expressed genes between the transcriptomes of Calu‐3 cells exposed to tobacco smoke conditioned media and bronchial brushings from both microarray datasets (GSE4498 and GSE11784, Figure S1A–B). Significant overlap of differentially expressed genes between the transcriptome of Calu‐3 cells exposed to tobacco smoke conditioned media and SRP126155 but not SRP096285 datasets containing air‐liquid interface cultures (Figure S1C–D). Collectively, these results support the validity of using Calu‐3 cells under submerged monolayer culture conditions with smoke conditioned media to model and interrogate human airway epithelial cell responses to cannabis.

### *In vitro* cannabis smoke exposure impairs epithelial cell barrier function and related cytokine production without impacting viability

Previous studies have implicated oxidative stress in disrupting epithelial barrier function (Boardman et al., 2004), therefore our transcriptomic analysis demonstrating oxidative stress suggested that barrier function could be compromised in cannabis smoke exposed cells.

Genes associated with epithelial repair and remodeling were curated from our RNA‐seq analysis and plotted in a heatmap from our transcriptomic dataset (Fig. 3A) including *TGFB* (transforming growth factor‐beta), *TGFBR1* (transforming growth factor‐beta receptor 1), *EGFR* (epidermal growth factor receptor), *KRT19* (cytokeratin 19), *FN1* (fibronectin), *MMP1* (matrix metalloproteinase 1), and *MMP7* (matrix metalloproteinase 7) (Fig. 3A). 

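Of the 12 genes named for Fig. 3A, 3 passed the threshold under CSE and 5 under TSE, and all 12 had the same direction under both extracts. *TGFBR1* (chromosome 9 of hg19, 101867371 to 101916473) had 6.76 ± 0.934 FPKM (SD, n = 4) in control cells, 5.33 ± 0.643 under CSE and 6.01 ± 0.688 under TSE, and neither change passed the threshold (adjusted *P* = 0.158 and 0.454 from limma). *EGFR* (chromosome 7, 55086725 to 55275031) had 13.5 ± 3.05, 12.0 ± 0.857 and 12.9 ± 1.90 FPKM in the same order, differences within the spread of the replicates (exact permutation *P* = 0.457 and 0.771). *KRT19* (chromosome 17, 39679869 to 39684641) fell by 0.24 on the log2 scale under CSE (SE 0.11, adjusted *P* = 0.202) and by 0.52 under TSE (SE 0.20, adjusted *P* = 0.131), with TSE replicate 1 at 496 FPKM and the other 3 between 882 and 959 FPKM. With Ballgown's default model its fall under CSE passed the threshold (adjusted *P* = 0.0122). *MMP7* (chromosome 11, 102391239 to 102401478) had 61.6 ± 4.87 FPKM in control cells, 67.1 ± 1.19 under CSE (adjusted *P* = 0.292) and 76.1 ± 3.81 under TSE (adjusted *P* = 0.0221).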

In parallel, an additional set of genes associated with epithelial cell barrier function were curated including *CDH1* (E‐Cadherin), *CTNB1* (β‐catenin), *CLDN4* (Claudin 4), *CLDN1* (Claudin‐1), and *ZO‐1* (Zonus Occludin‐1). 

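*CLDN4* (chromosome 7 of hg19, 73245193 to 73247023) had 200 ± 14.7 FPKM (SD, n = 4) in control cells, 155 ± 53.3 under CSE (adjusted *P* = 0.303 from limma) and 166 ± 54.4 under TSE (adjusted *P* = 0.392). *CLDN1* (chromosome 3, 190023490 to 190040235) had 238 ± 22.8, 288 ± 33.4 and 280 ± 21.8 FPKM in the same order. Its rise under TSE had an adjusted *P* of 0.125, or 0.0373 with the replicate number as a block. *TJP1*, the gene of ZO-1 (chromosome 15, 29991571 to 30261002), had 2.41 ± 0.690, 2.50 ± 0.426 and 2.48 ± 0.274 FPKM, and the sign of its log2 fold change, 0.05 under both extracts, changed when single samples were left out.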

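Under CSE, *FN1* (chromosome 2 of hg19, 216225163 to 216300793) rose from 4.83 ± 0.577 FPKM (SD, n = 4) in control cells to 10.5 ± 1.05, a log2 fold change of 0.99 (SE 0.10, adjusted *P* = 0.00115 from limma). *MMP1* (chromosome 11, 102660641 to 102668966) rose from 0.157 ± 0.185 FPKM to 1.59 ± 0.272, a log2 fold change of 1.17 (SE 0.14, adjusted *P* = 0.00233). *TGFB1* (chromosome 19, 41836436 to 41859838) fell from 31.8 ± 0.786 FPKM to 25.1 ± 2.46, a log2 fold change of -0.33 (SE 0.07, adjusted *P* = 0.0247), and its adjusted *P* was 0.0568 with the replicate number as a block. *CTNNB1* (chromosome 3, 41240942 to 41281939), which encodes β-catenin, fell from 113 ± 5.55 FPKM to 92.6 ± 9.97, a log2 fold change of -0.29 (SE 0.09, adjusted *P* = 0.0747). With scaling by the 75th percentile of each sample the adjusted *P* of *CTNNB1* was 0.0285, and no CSE sample overlapped a control sample (exact permutation *P* = 0.0286). *CDH1* (chromosome 16, 68771195 to 68869444), which encodes E-cadherin, had 160 ± 36.6 FPKM in control cells and 130 ± 30.8 under CSE, a log2 fold change of -0.30 (SE 0.23, adjusted *P* = 0.478), and the samples overlapped (exact permutation *P* = 0.371). Its control values were 180, 181, 174 and 105 FPKM, and its CSE values 157, 85.6, 141 and 136 FPKM, for replicates 1 to 4.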

Cannabis smoke exposure results in both the upregulation (*FN1, MMP1*) and downregulation (*TGFB1, CDH1, CTNNB1*) of genes important in epithelial repair, remodeling, and barrier function (adjusted *P* < 0.05). Similar directions of trends were observed for tobacco smoke‐induced changes in these genes.

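Under TSE, *FN1* had 9.33 ± 1.17 FPKM (SD, n = 4), a log2 fold change against control of 0.82 (SE 0.11, adjusted *P* = 0.00212 from limma), and *MMP1* had 2.79 ± 0.34 FPKM, a log2 fold change of 1.72 (SE 0.13, adjusted *P* = 0.000173). *TGFB1* had 24.7 ± 2.26 FPKM, a log2 fold change of -0.35 (SE 0.07, adjusted *P* = 0.0102). *CTNNB1* had 95.6 ± 6.41 FPKM, a log2 fold change of -0.24 (SE 0.06, adjusted *P* = 0.0405), and its adjusted *P* was 0.0634 with the replicate number as a block. *CDH1* had 120 ± 34.3 FPKM, a log2 fold change of -0.44 (SE 0.27, adjusted *P* = 0.335), with replicate 2 at 68.4 FPKM and the other 3 between 136 and 139 FPKM. The difference between the extracts did not pass the threshold for *MMP1* (adjusted *P* = 0.18).

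**Figure D4:**
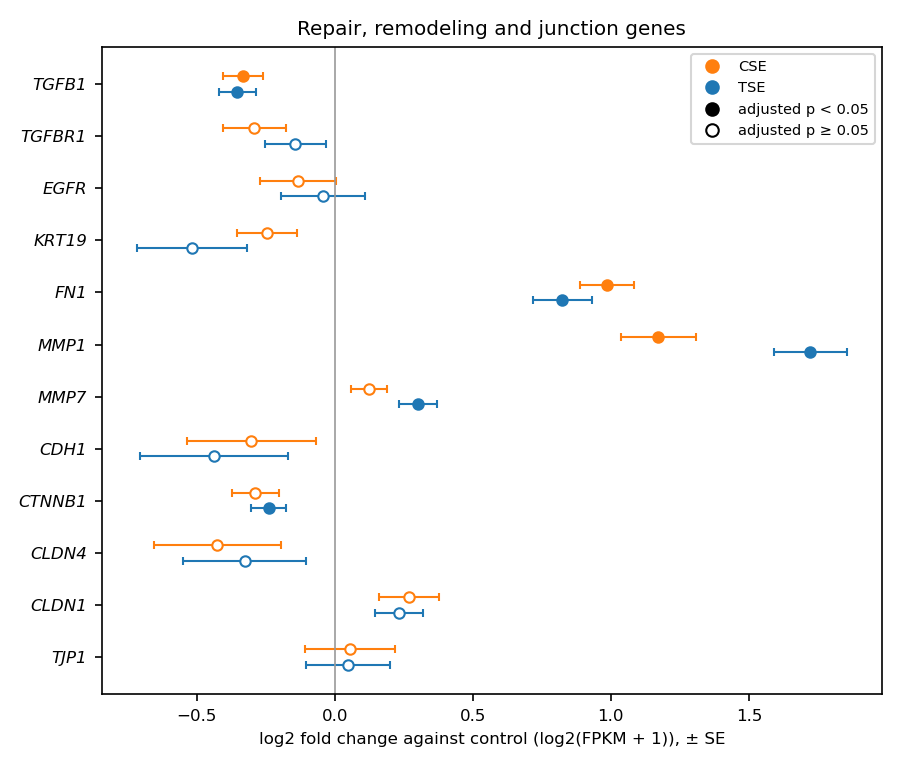
Log2 fold change of log2(FPKM + 1) against control, with its SE, for 12 repair, remodeling and junction genes under CSE (orange) and TSE (blue). Filled points have an adjusted *P* under 0.05 from limma, and the points of each gene lie on the same side of 0 under both extracts.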

To interrogate transcriptomic changes in the context of cell viability, trans‐epithelial electrical resistance (TEER), and cytokine production at the protein level, a concentration response of cannabis smoke exposure was performed.

No changes in cell viability were observed at any concentration of cannabis smoke conditioned media, suggesting cell death was minimally impacted by cannabis smoke (Fig. 3B). In the absence of any cell death, cannabis smoke exposure resulted in a concentration‐dependent decrease in TEER at 5, 10, and 20% smoke conditioned media (Fig. 3C). The viability and barrier function results were comparable with tobacco smoke exposure.

We next explored the functional consequences of cannabis smoke exposure on cytokine and growth factor protein production important in epithelial cell barrier function. Cannabis smoke exposure resulted in a concentration dependent increase in TGF‐α and PDGF‐BB at 20% smoke conditioned media (Fig. 3D–E).

### *In vitro* cannabis smoke exposure attenuates epithelial cell antiviral cytokine responses and induces pro‐inflammatory cytokine production

Transcriptomic changes induced by cannabis smoke exposure suggested that antiviral and pro‐inflammatory immune responses could be attenuated and induced respectively.

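Fig. 4A names 19 genes of antiviral and pro-inflammatory responses. Of these, 16 were tested under CSE and 6 passed the threshold, and 17 were tested under TSE and 7 passed it. *IFNA1* and *IFNB1* stayed below the minimum mean of 0.1 FPKM in both comparisons, and *IL1B* in that of CSE. *IL6* (chromosome 7 of hg19, 22766766 to 22771621) had 0.423 ± 0.171 FPKM (SD, n = 4) in control cells, 0.541 ± 0.0878 under CSE (adjusted *P* = 0.547 from limma) and 0.878 ± 0.198 under TSE (adjusted *P* = 0.0629, or 0.0478 with the replicate number as a block). *MX1* (chromosome 21, 42792485 to 42831141) had 9.44 ± 2.89, 6.63 ± 0.679 and 6.35 ± 0.632 FPKM in the same order. Its falls were not beyond the replicate error by the exact permutation test (*P* = 0.114 and 0.0857). *ISG15* (chromosome 1, 948847 to 949919) fell by 0.31 on the log2 scale under CSE (SE 0.09, adjusted *P* = 0.0623) and passed the threshold there with scaling by the 75th percentile (adjusted *P* = 0.0136). *IFIH1*, the gene of MDA5 (chromosome 2, 163123589 to 163175218), was higher under TSE, with a log2 fold change of 0.28 (SE 0.07, adjusted *P* = 0.0265). For *DDX58*, *OAS1*, *PTGS2* and *CXCL1* the adjusted *P* was between 0.494 and 0.983 over both extracts, and the sign of at least 1 of their changes was reversed when single samples were left out.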

Genes associated with antiviral immunity and pro‐inflammatory responses were curated from our RNA‐seq analysis and plotted in a heatmap from our transcriptomic dataset (Fig. 4A) including *CXCL10*, *CCL5*, interferon stimulatory genes, *IL‐6, IL‐1β, IL‐8,* and several chemokine receptors (Fig. 4A). 

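Under CSE, *CXCL8*, the gene of IL-8 (chromosome 4 of hg19, 74606223 to 74609433), rose from 5.24 ± 1.34 FPKM (SD, n = 4) in control cells to 8.72 ± 1.08, a log2 fold change of 0.65 (SE 0.15, adjusted *P* = 0.0306 from limma, 0.0621 with the replicate number as a block and 0.0638 with Ballgown's default model). *ICAM1* (chromosome 19, 10381517 to 10397291) rose from 9.65 ± 0.449 FPKM to 17.998 ± 0.921, a log2 fold change of 0.83 (SE 0.06, adjusted *P* = 0.00034). *CXCL5* (chromosome 4, 74861359 to 74864446) rose from 428 ± 15.7 FPKM to 727 ± 48.7, a log2 fold change of 0.76 (SE 0.08, adjusted *P* = 0.00122). *CXCL6* (chromosome 4, 74702273 to 74704477) went from 15.2 ± 1.68 FPKM to 8.88 ± 1.10, a log2 fold change of -0.72 (SE 0.10, adjusted *P* = 0.00524), and every CSE sample was below every control sample (exact permutation *P* = 0.0286). *CCL5* (chromosome 17, 34198496 to 34207377) fell from 3.52 ± 0.545 FPKM to 1.13 ± 0.22, a log2 fold change of -1.09 (SE 0.12, adjusted *P* = 0.00173). *CXCL10* (chromosome 4, 76942269 to 76944689) fell from 1.86 ± 0.524 FPKM to 0.926 ± 0.14, a log2 fold change of -0.55 (SE 0.14, adjusted *P* = 0.0482), and its adjusted *P* was 0.0814 with the block. *RSAD2* (chromosome 2, 7017796 to 7038363) had 10.1 ± 2.60 FPKM in control cells and 6.65 ± 1.17 under CSE, a log2 fold change of -0.52 (SE 0.19, adjusted *P* = 0.133). *IFITM3* (chromosome 11, 319673 to 320914) had 75.3 ± 6.60 and 61.2 ± 7.70 FPKM, a log2 fold change of -0.30 (SE 0.10, adjusted *P* = 0.104). For *RSAD2* and *IFITM3* the CSE and control samples overlapped (exact permutation *P* = 0.0857 for each gene).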

Cannabis smoke exposure results in both the upregulation (*IL‐8, ICAM‐1, CXCL5, CXCL6)* and downregulation (*CXCL10, CCL5, RSAD2, IFITM3*) of genes important in antiviral immunity and pro‐inflammatory responses (adjusted *P* < 0.05). Similar directions of trends were observed for tobacco smoke‐induced changes in these curated genes.

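Under TSE, the log2 fold change was 0.60 for *CXCL8* (SE 0.16, adjusted *P* = 0.0446 from limma), 0.48 for *ICAM1* (SE 0.05, adjusted *P* = 0.000956) and 0.55 for *CXCL5* (SE 0.13, adjusted *P* = 0.0288), where TSE replicate 2 had 467 FPKM and the other 3 between 658 and 720 FPKM. *CXCL6* had 9.16 ± 1.20 FPKM (SD, n = 4), a log2 fold change of -0.68 (SE 0.10, adjusted *P* = 0.00418). *CCL5* had 1.24 ± 0.381 FPKM, a log2 fold change of -1.02 (SE 0.14, adjusted *P* = 0.00309), and *CXCL10* had 0.891 ± 0.195 FPKM, a log2 fold change of -0.58 (SE 0.15, adjusted *P* = 0.036). *RSAD2* had 6.96 ± 0.795 FPKM (adjusted *P* = 0.129) and *IFITM3* had 65.4 ± 3.92 FPKM (adjusted *P* = 0.117), and with the replicate number as a block *IFITM3* passed the threshold (adjusted *P* = 0.0369). With Ballgown's default model, neither *CXCL8* (adjusted *P* = 0.238) nor *CXCL5* (adjusted *P* = 0.169) passed it under TSE. Between the extracts, *ICAM1* was higher under CSE by 0.35 on the log2 scale (SE 0.06, adjusted *P* = 0.118).

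**Figure D5:**
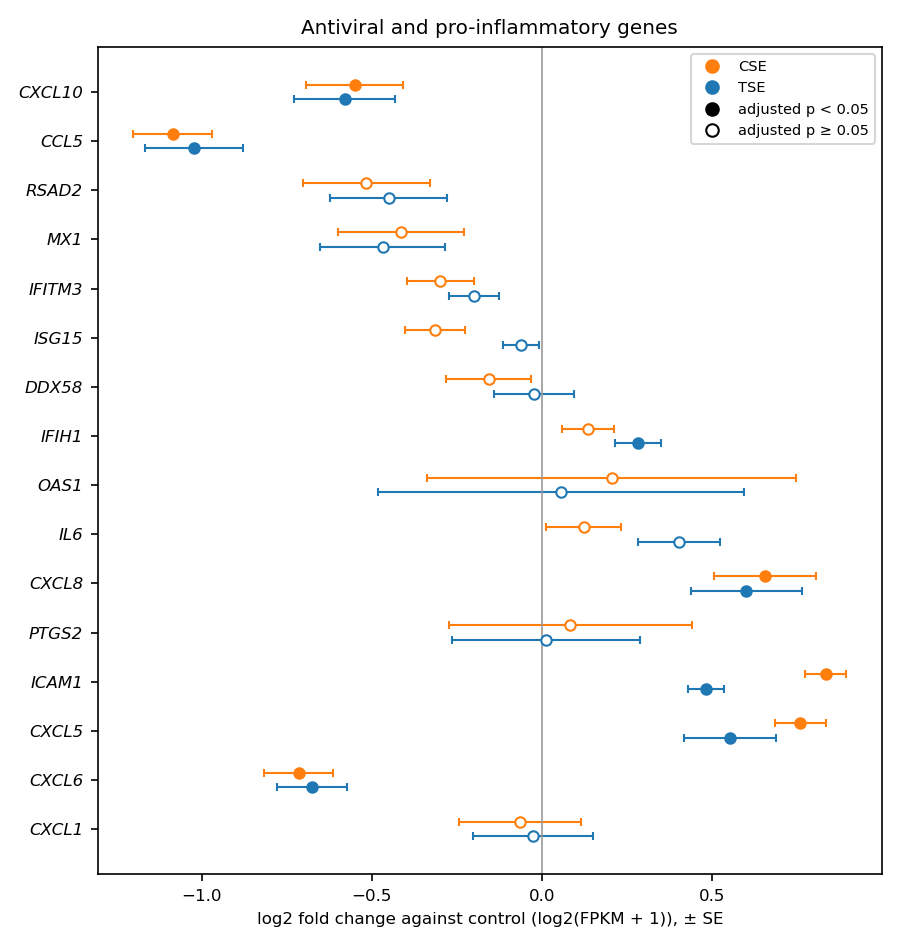
Log2 fold change of log2(FPKM + 1) against control, with its SE, for the 16 antiviral and pro-inflammatory genes tested under both CSE (orange) and TSE (blue). Filled points have an adjusted *P* under 0.05 from limma, the points of *CXCL6* lie below 0 and those of *CXCL5* above 0 under both extracts, and the intervals of *OAS1* span 0.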

Antiviral and pro‐inflammatory cytokine transcriptomic changes were analyzed at the protein level in the concentration‐response study samples. Cannabis smoke exposure resulted in a concentration dependent trend for a reduction in resolution also bad on this figure CXCL10 and a significant reduction in CCL5 at 10 and 20% smoke conditioned media (Fig. 4B–C). These trends were comparable with tobacco smoke exposure.

We next explored the functional consequences of cannabis smoke exposure on pro‐inflammatory cytokine production. Cannabis smoke exposure resulted in a concentration dependent trend for increased IL‐8 and a significant increase in IL‐6 at 10 and 20% smoke conditioned media (Fig. 4D–E). These trends were also conserved with tobacco smoke exposure.

## Discussion

Global cannabis use is an important public health issue that would benefit from experimental evidence to inform policy, government regulations, and user practices. Analyses that interrogate cannabis in parallel with a positive control of tobacco smoke will help provide clinically relevant evidence and context (Auerbach et al., 1979; Tashkin et al., 1987; Wu et al., 1988; Jha et al., 2013; Thun et al., 2013). Our *in vitro* functional and transcriptomic experiments with Calu‐3 human airway epithelial cells exposed to cannabis smoke demonstrate changes in gene expression signatures related to DNA replication and oxidative stress responses, an impairment of barrier function and antiviral immune responses, and an augmented pro‐inflammatory cytokine profile. Importantly, all cannabis‐induced responses were observed in tandem with our positive control of tobacco smoke, suggesting potential parallel implications for lung health.

*In vitro* experiments using human airway epithelial cell lines and primary cell samples under different growth conditions have been essential methods in tobacco smoke exposure science (Wirtz and Schmidt, 1996; Bernhard et al., 2004; Bauer et al., 2008; Hudy et al., 2010; Hudy and Proud, 2013; Mathis et al., 2013; Hudy et al., 2014; Haswell et al., 2017; Haswell et al., 2018; Jamieson et al., 2019), while no such diversity and baseline of data currently exists for cannabis smoke exposure science. Potential exists for differences in experiment design (e.g. submerged monolayer cell line exposed to smoke‐conditioned media vs. air‐liquid interface primary airway epithelial cell exposed to mainstream smoke), which may confound and limit translation of experimental results for any smoke exposure. To assess the validity of our *in vitro* model of Calu‐3 cells exposed to smoke conditioned media, we compared the differentially expressed genes from our tobacco exposure experiments with publicly available datasets from gold standard bronchial brushings in addition to an air‐liquid interface model of primary human airway epithelial cell cultures. Differential gene expression analyses demonstrate significant correlation between our *in vitro* model of Calu‐3 cells with *in situ* bronchial brushings and *in vitro* air‐liquid interface cultures of primary human airway epithelial cells. Importantly, significant correlation existed between our model and *in situ* profiles and more complex *in vitro* models, despite the use of the Calu‐3 cell line (relative to primary cells) and smoke‐conditioned media (relative to main‐stream smoke). The results from our cannabis smoke exposure studies are therefore potentially reflective of the *in situ* condition, although this should be validated with clinical studies.

The function of the airway epithelium is to provide the lung a physical and immunological barrier to the environment (Parker and Prince, 2011; Huff et al., 2019). Any perturbation in the airway epithelium may lead to host susceptibility to infection and lung pathology or disease development. Our data demonstrate that cannabis smoke is able to induce mild impacts on barrier function, measured by TEER, without impacting cell viability. The mechanism(s) by which TEER is reduced by cannabis smoke were not determined in our study, but in the absence of changes in cell viability it is possible that cell‐cell junctions could have been disrupted as has been reported for tobacco smoke (Schamberger et al., 2014), possibly by oxidative stress (Boardman et al., 2004). The down‐regulation of E‐cadherin (*CDH1*) by cannabis smoke has been previously observed in lung cells exposed to tobacco smoke and associated with the induction of epithelial‐to‐mesenchymal transition, migration, and invasion phenotypes (Nagathihalli et al., 2012) that could be important in the context of lung health of the cannabis smoker. Disruption of E‐cadherin may contribute to β‐catenin shuttling from membrane junction sites to transcriptional locations in the nucleus to facilitate gene expression associated with repair (Moheimani et al., 2015). Importantly, aberrant β‐catenin signaling in cells is associated with oncogenic gene expression signatures (Emami et al., 2004). Independent of any aberrant transcriptional regulation resulting from disrupted epithelial barrier function; a reduced impedance of the physical barrier of the airway epithelium offers easier access to the lung for opportunistic insults from the outside world.

To complement the mechanical barrier of the lung, the airway epithelium is able to produce and host‐defence peptides and antiviral mediators to protect from pathogens (Parker and Prince, 2011; Huff et al., 2019). Tobacco smoke has been reported to compromise the ability of airway epithelial cells to effectively control both bacterial and viral insults (Hudy et al., 2010; Eddleston et al., 2011; Rider et al., 2011; Amatngalim et al., 2016). Our data demonstrating striking similarities in the epithelial immune profile in response to cannabis and tobacco, suggests that the former will impact host defences. Tobacco has been demonstrated to impact host defence peptide induction in airway epithelial cells by nontypeable *Haemophilus influenzae* with a concomitant increase in IL‐8 expression (Amatngalim et al., 2017). Our experimental dataset in this study did not include a pathogen challenge, precluding our ability confirm the tobacco smoke induced suppression of host defence peptides or to extend the results to cannabis smoke. In the context of viral exposures, type I interferons (IFNs) are capable of rapidly inducing interferon stimulated genes (ISGs) through the type I IFN receptor to help tackle various components of virus replication, assembly and budding (Goubau et al., 2013). Tobacco smoke has been shown to impact antiviral immunity in airway epithelial cells in response to human rhinovirus‐16, with a reduction in CXCL10 and CCL5 ( Eddleston et al., 2011). Tobacco smoke‐induced reduction in CXCL10 and CCL5 is associated with greater rhinovirus production. Tobacco smoke has also been demonstrated to impair airway epithelial cell antiviral immunity mediated by IFN‐γ in response to respiratory syncytial virus exposure (Modestou et al., 2010), which in turn could impact CXCL10 and CCL5 production (Pawliczak et al., 2005). Our cytokine and transcriptomic data confirm the tobacco smoke impairment of CXCL10 and CCL5 and antiviral ontologies and show that this is conserved for cannabis smoke. We further demonstrate using our transcriptomics dataset that a diverse selection of ISGs were also attenuated with both cannabis and tobacco, consolidating a common phenotype between both smoke exposures. Future co‐culture experiments with pathogen challenges would help reveal the complex interaction between cannabis and tobacco smoke induced immune responses in the epithelium and down‐stream immune cell phenotype and function. Collectively, although our experimental designs lack the mechanistic linkage between cannabis exposure and increased susceptibility to viral or bacterial infections, our data strongly mirror those for tobacco, which has been mechanistically linked to compromised host immunity to pathogens.

Extensive evidence exists that tobacco and biomass smoke exposure, the latter generated from dried wood, animal dung, or charcoal, are risk factors for the development of chronic bronchitis, emphysema, and lung cancers (Gordon et al., 2014; Kurt et al., 2016; Kc et al., 2018; Huff et al., 2019). In contrast, the existing evidence suggests that repeated cannabis smoke exposure results in a chronic bronchitis phenotype with little evidence of emphysema (Tashkin et al., 1987; Wu et al., 1988; Aldington et al., 2007; Tan et al., 2009). Furthermore, unlike tobacco and biomass exposure, which are accompanied by a dose‐dependent risk for development of lung cancers, a similar relationship has not been observed for repeat cannabis users despite the presence of carcinogens in cannabis smoke (Zhang et al., 2015). Of particular note, we observed that cannabis smoke significantly upregulated the proto‐oncogene *MYC,* which has previously been observed in airway epithelial cells exposed to tobacco smoke (Lu et al., 2017) or benzo‐a‐pyrene, a known carcinogen that has been identified in both tobacco and cannabis smokes (Fields et al., 2004; Moir et al., 2008). Despite the potential for cannabis smoke to upregulate proto‐oncogenes, why cannabis smoke exposure is only tenuously linked to cancer (Tashkin, 2013) remains to be determined and should be explored in additional cohorts in jurisdictions where cannabis has been legalized.

Tobacco smoke exposure experiments have used standardized research source material to ensure experimental reproducibility and robustness. In contrast, cannabis experiments have not benefited from a widely accessible and chemically defined source material. For this reason, we decided to use a cannabis strain that was representative of that available in the medicinal cannabis market in Canada, that included 13% THCA (w/w), 0.18% THC, 0.35% THCVA, and 0.18% CBGA with no levels of CBD. Our results must therefore be interpreted based on this initial chemical composition and care should be taken to generalize that all cannabis strains will induce similar responses. Indeed, increasing evidence suggests that there may be complex interactions between THC and CBD via the CB1 and CB2 cannabinoid receptors that could impact the immunomodulatory functions of cannabis smoke (Srivastava et al., 1998; Pacher and Kunos, 2013; Boggs et al., 2018). Exposure studies could collectively benefit by reporting the chemical composition of the strain that was used to help facilitate interpretation of data generated.

Methods incorporating the use of smoke conditioned media have been used extensively for tobacco research (Wirtz and Schmidt, 1996; Bernhard et al., 2004; Bauer et al., 2008; Hudy et al., 2010; Hudy and Proud, 2013; Hudy et al., 2014; Amatngalim et al., 2016; Jamieson et al., 2019). Smoke conditioned media methods typically filter coarse particulates and extract water‐soluble components of smoke combustion. The reduction in compositional complexity of smoke conditioned media relative to mainstream smoke may be important, although our data and those of others (Mathis et al., 2013; Haswell et al., 2017; Haswell et al., 2018) demonstrate that major transcriptional changes are conserved in either model system (smoke conditioned media or mainstream smoke) and both are reflective of *in situ* human biology (Harvey et al., 2007; Tilley et al., 2011). Importantly, the presence or absence of filters in tobacco (cellulose acetate) and cannabis smoke (cardboard) exposure models should be considered in interpreting the present data and designing future experiments (Aufderheide et al., 2015). Collectively, these data validate smoke conditioned media models and suggest that they will provide insight into the impacts of cannabis smoke exposure on airway epithelial cell biology.

In conclusion, our data demonstrate striking similarities in the impacts of cannabis and tobacco smoke on airway epithelial cell barrier function, cytokine profile, and gene expression signatures. Despite the arrival of cannabis legalization, our data suggest that cannabis smoke exposure still poses a significant health risk and warrants ongoing study to build a body of evidence to support public policy, government regulations, and user practices.

## Conflict of Interest

None declared.

## Supporting information

**Figure S1:** Union of differentially expressed genes between our tobacco smoke exposure experiment in Calu‐3 cells and the genes differentially expressed in GSE4498, GSE11784, SRP096285, and SRP126155 calculated with a hypergeometric test in R. Click here for additional data file.

# Supplementary material for: Transcriptomic and barrier responses of human airway epithelial cells exposed to cannabis smoke
**Source:** Physiol Rep. 2019 Oct 23;7(20):e14249. doi: 10.14814/phy2.14249
**Supplement:** Supplementary file 1 — Figure S1: Union of differentially expressed genes between our tobacco smoke exposure experiment in Calu‐3 cells and the genes differentially expressed in GSE4498, GSE11784, SRP096285, and SRP126155 calculated with a hypergeometric test in R.

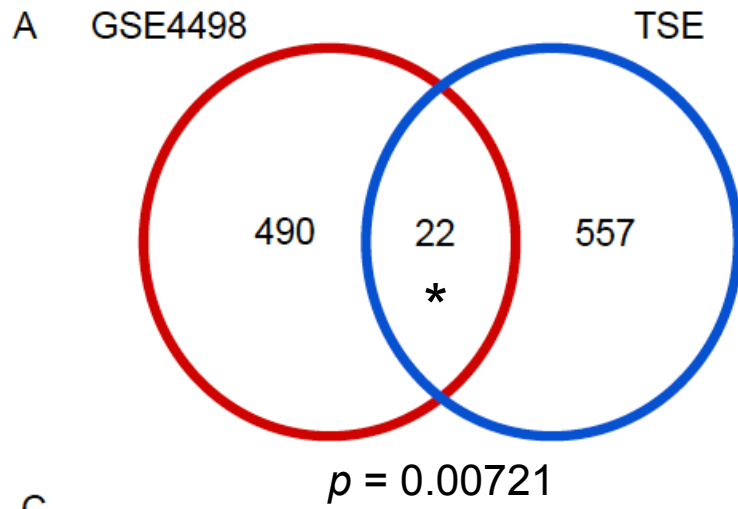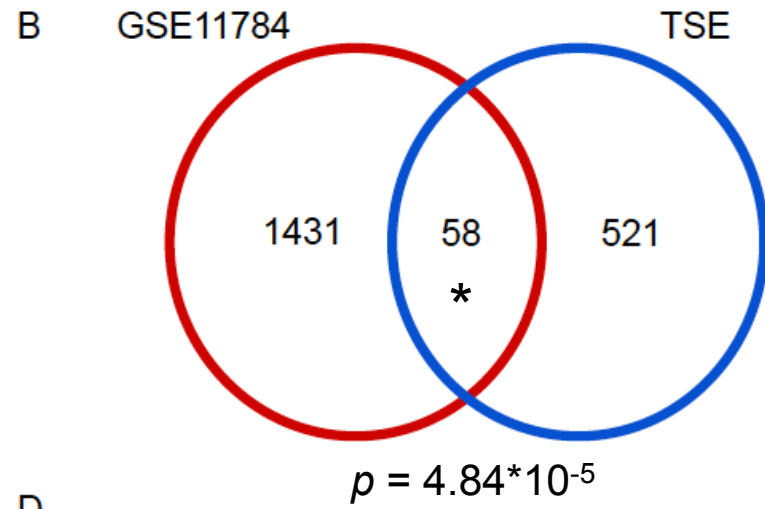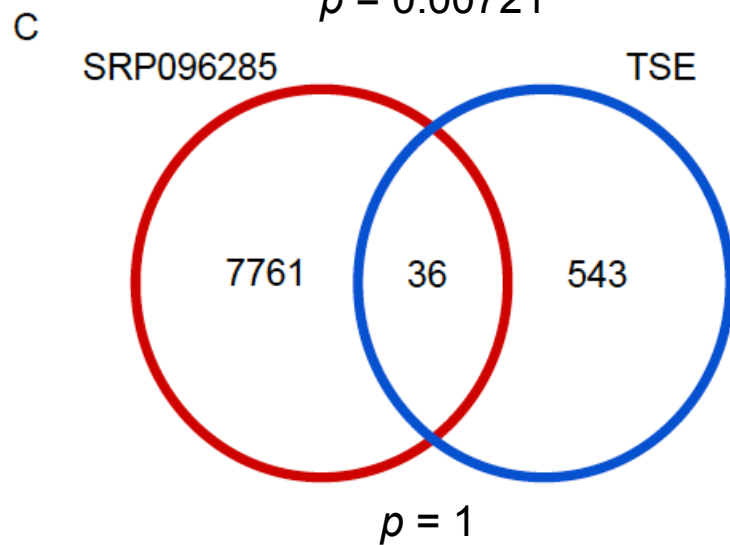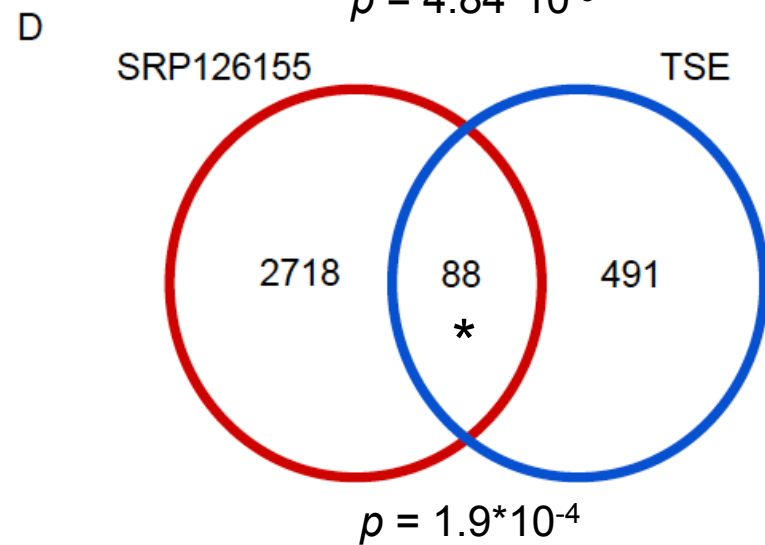

**Supplement Figure 1:** Union of differentially expressed genes between our tobacco smoke exposure experiment in Calu-3 cells and the genes differentially expressed in GSE4498, GSE11784, SRP096285, and SRP126155 calculated with a hypergeometric test in R.

How the deposited data were processed for this re-analysis (not part of the article)

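RNA-sequencing of Calu-3 cells was mapped in 24 samples. Of these, 12 came from control, CSE-exposed and TSE-exposed cells, 4 of each, and stand behind the paper's results. The other 12 came from the same exposures with formoterol (10 nM) and budesonide (100 nM). The paper does not report them, their condition was taken from the sample labels alone, and they are used in the closing section and for a limit of *TNFRSF10A*. The exposures lasted 24 h at a dilution of 10%.

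The authors aligned the reads to hg19, assembled and quantified annotated transcripts with StringTie and deposited, for each sample, the coverage and the FPKM of 42515 transcripts. The deposited FPKM is already scaled to the fragments aligned in each sample and to transcript length. The coverage in the authors' tables is the mean number of fragments over each base of a transcript. The ratio of coverage to FPKM is constant within a sample and gives its aligned fragment bases, which ranged from 7.36 to 8.68 gigabases over the 24 samples, with a median of 8.09. Between 63.4% and 71.2% of these bases fell on the listed transcripts. The tables hold no read counts, so the test for counts that was planned for that case was not used, no binomial intervals were computed, and the precision of each value rests on the spread of the 4 replicates. No pair of samples was identical, and samples of the same group had correlations between 0.969 and 0.979 over genes.

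FPKM was summed over transcripts with the same gene name, which gave 19248 genes. Comparisons were made with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with moderated variances that follow the mean, two-sided, on the 8 samples compared, over genes with a mean FPKM of at least 0.1 in them. *P* values were adjusted by the Benjamini-Hochberg method, with a threshold of 0.05. The comparisons were CSE against control, TSE against control, CSE against TSE, the drug pair in control cells, each extract against control with the drug pair, and the interaction of each extract with the drug pair in 16 samples. Genes past the threshold under CSE and under TSE were intersected, and the Pearson correlation of their log2 fold changes was taken across genes. ANOSIM was run with vegan 2.7.1 on Euclidean distances, with permutations of the samples. The paper's text names ANOSIM without a distance.

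Lists of genes known to respond to NRF2, AHR, E2F, interferon, glucocorticoids and cAMP, and of DNA replication genes, were written before the data were examined. Their mean log2(FPKM + 1) per sample was compared with exact permutation tests of the 8 samples. Tables were handled with data.table 1.17.8 and jsonlite 2.0.0, and plots were drawn with Python 3.11.15 and matplotlib 3.10.9.

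The genes named are every gene that the paper names in its text and Figs. 1 to 4, the 5 largest rises and the 5 largest falls among genes past the threshold under both extracts with no overlap of exposed and control samples, and the same numbers for the drug pair and for each interaction. The 8 genes past the threshold between CSE and TSE are listed as the content of that count.

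The pairing comes from the replicate numbers 1 to 4 that the groups share in their labels, and the paper describes distinct stocks of Calu-3 cells. Fits without the replicate number were taken as the main result, as the paper's methods state no block, and fits with it are given beside them.

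The fits were tested on simulated data made from the control samples, with 200 genes changed by 1 log2 unit. The changed genes were drawn from well-expressed genes only. The noise was normal and independent, with the spread of the controls and no replicate effect, so the rates may differ in the real samples. The moderated fit recovered 88.0% of the changed genes, the ordinary F test 81.5%, the fit with the block 80.0%, the interaction 82.5% and the reconstruction of Ballgown's model 83.0% of those among its 4527 genes. With no gene changed, the moderated fit called 0 genes. With no gene changed, fold changes against the same 4 controls had a correlation of 0.516, and against disjoint controls 0.0185.

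The alternatives tried were a pseudocount of 0.1, no filter, a minimum mean of 1 FPKM, the ordinary F test, Ballgown's default model with its covariate for library size on genes with a variance of FPKM above 1, rescaling to TPM, scaling to the 75th percentile, a fit of all 3 groups without the drug pair, the most expressed transcript of each gene, the replicate block, disjoint controls, and each replicate left out. Ballgown itself was not run: its model was rebuilt from its description. The versions of that model described in the closing section as added were run after the values had been seen.

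The paper's gene set enrichment, its comparison with brushed airway cells, and its barrier, protein and other functional measurements were not analysed here.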

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

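The tests of sample labels, of low expression and single loci as sources of jumps between replicates, of values near 0 without the drug pair, and of *CDH1* were chosen only after the result was seen, and the other tests here were chosen before it. Gene lists, comparisons and alternatives were fixed before the data were examined, apart from those named as added. The drug pair means formoterol with budesonide.

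In the groups of 4 samples behind the named genes, lists and depths, 1 value lay far from the other 3 in 28 of 244 groups, where 12 would be expected by chance. Among the genes these were *ALDH1A3* in TSE replicate 4 at 36.1 FPKM (others 33.2 to 33.4), *CDH1* in control replicate 4 at 105 (others 174 to 181) and in TSE replicate 2 at 68.4 (others 136 to 139), *CHD1* in CSE replicate 1 at 9.61 (others 0.291 to 0.300), *CXCL1* in CSE replicate 1 at 44.9 (others 29.0 to 29.7), *DDX58* in CSE replicate 1 at 4.69 (others 3.23 to 3.41), *E2F1* in TSE replicate 2 at 14.1 (others 16.4 to 16.6) and *EGFR* in TSE replicate 1 at 15.7 (others 11.8 to 12.1). Further values were *HSPA1A* in TSE replicate 3 at 21.9 FPKM (others 82.4 to 93.0), *IFIH1* in control replicate 4 at 9.54 (others 10.83 to 10.97), *KRT19* in TSE replicate 1 at 496 (others 882 to 959), *OAS1* in CSE replicate 4 at 4.03 (others 12.4 to 13.5), *PIGW* in TSE replicate 2 at 4.29 (others 0.223 to 0.261) and *TGFA* in TSE replicate 1 at 45.4 (others 50.6 to 51.2). *TGFB1* in CSE replicate 2 was at 28.8 FPKM (others 23.6 to 24.3), *TGFBR1* in control replicate 1 at 5.37 (others 7.07 to 7.43), *TIPARP* in CSE replicate 1 at 23.2 (others 25.9 to 26.4) and *TMEM125* in CSE replicate 4 at 6.25 (others listed at 0). *IFNB1* in control replicate 1 at 0.0392 and *IL1B* in control replicate 1 at 0.164 FPKM were above 3 samples listed at 0, and *IFNB1* in TSE replicate 4 was at 0.0894 (others 0.0307 to 0.0368).

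Among the means of gene lists, the AHR targets in control replicate 4 were at 3.84 and in TSE replicate 2 at 5.27, the cAMP induced genes in replicate 1 with the drug pair at 2.93 in control cells and 2.89 under CSE, and the E2F and cell cycle genes in replicate 4 under TSE with the drug pair at 3.43. Among the depths, TSE replicate 4 was at 7.78 and CSE replicate 2 at 7.36 gigabases aligned. The values lay apart in all 4 replicate numbers and not in a single sample, but they were spread unevenly. Replicate 3 held only *HSPA1A* under TSE, while CSE replicate 1 held *CHD1*, *CXCL1*, *DDX58* and *TIPARP*. Without CSE replicate 1, 1294 genes passed the threshold under CSE, against 1159 with all samples and fewer with any other sample left out. No biological explanation was tested for the values apart.

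Part of these values belongs to a wider pattern. In 376 of 10158 genes with a mean of at least 1 FPKM (3.70%), some group of 4 had a gap of at least 2 log2 units between neighbouring values, called a jump here. Of the paper's genes, *TNFRSF10A*, *NDUFAF2*, *PIGW*, *CHD1*, *TMEM125* and *SMIM24* had a jump. Genes with a jump made up 33 of the 50 largest changes under CSE and 30 of the 50 largest under TSE, but 20 of the genes past the threshold under CSE, 23 under TSE and 1 between CSE and TSE. Sampling noise would give fewer jumps at high expression, while the share was 4.80% at 10 to 30 FPKM, 5.06% at 30 to 100 FPKM and 8.43% at 100 FPKM or more. The scale, log2(FPKM + 1), holds down jumps at low expression. On log2(FPKM + 0.1) the share was 18.6% at 1 to 3 FPKM, 5.57% at 3 to 10 FPKM and 5.42%, 5.37% and 9.09% above, so noise was not excluded below 3 FPKM and leaves the jumps at high expression unexplained. Differences between the cell stocks would make same-numbered samples deviate together in these genes, while the mean correlation of same-numbered deviations was 0.0231 over genes with a jump and 0.115 over the others. In ribosomal protein genes, a family chosen after the jumps were seen, 8 of 73 had one, as did 2 of 37 proteasome genes. A candidate explanation is the estimation of transcripts locus by locus. In the same group, 21 pairs of neighbouring genes had a jump, where 6.69 were expected (permutation *P* = 1e-04, the smallest that 10000 shuffles give). The shuffles did not keep the expression of the genes. If neighbours are alike in expression, 6.69 is too low. The pairs were also not all separate or close: *MIEN1* was paired with both *ERBB2* and *GRB7*, and *CHD2* and *MCTP2* lie 1270193 bases apart. The excess is therefore not specific to this explanation. Against a simple trade of reads between neighbours, the correlation of such pairs over the 24 samples was 0.0606 on average. A jump was found in 4.32% of genes with 1 transcript and in 3.25% of the others. These shares do not test the division of fragments among transcripts of the same gene. Jumps were sought in FPKM summed over those transcripts, where such a division can cancel. Reads were not examined, so a biological source of the jumps was not excluded.

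*CDH1* is a case of values apart without a jump. In the samples with the drug pair its replicates lay together, and its log2 fold change was -0.40 under CSE (adjusted *P* = 0.00894, lower in 4 of 4 samples) and -0.48 under TSE (adjusted *P* = 0.0180, lower in 4 of 4). The lack of a call without the drug pair may therefore come from the spread of the replicates and not from an absent fall, which is a hypothesis from the same data. Leaving out any 1 sample gave no call, with log2 fold changes from -0.49 to -0.11 under CSE and from -0.63 to -0.19 under TSE. No single replicate thus accounts for the missing call. The interaction of the extracts with the drug pair was -0.10 (adjusted *P* = 0.944) and -0.05 (adjusted *P* = 0.984) on the log2 scale.

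The samples with the drug pair hold signals that the paper does not report. In control cells the drug pair changed 1098 of 11912 tested genes, 442 higher and 656 lower, or 872 with the replicate number as a block. With the drug pair present, CSE changed 1335 genes and TSE 1523, or 2548 and 2160 with the block. Genes higher with the drug pair in 4 of 4 samples included *HSD11B2*, with a log2 fold change of 5.23 (adjusted *P* = 7.17e-08), *FKBP5* with 3.26 (adjusted *P* = 1.21e-06), *LOX* with 2.98, *PGC* with 2.92 and *OLFM4* with 2.85. Genes lower in 4 of 4 samples included *CRP* with -2.46, *POLR2B* with -2.40, *UBD* with -1.92, *TBX18* with -1.72 and *CXCL5* with -1.72. *POLR2B* had values between 3.59 and 4.05 FPKM in the 4 control samples with the drug pair against 22.8 to 25.6 without it. It has a jump in 3 other groups, among them TSE without the drug pair, from 1.05 to 24.2 FPKM. A change of the same kind was therefore not excluded for it.

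For each of these comparisons the splits of its 8 samples were counted. Of the 8 splits that part the 4 same-numbered pairs, 1, the real one, gave as many genes for the drug pair, 1 of 8 for CSE with it and 1 of 8 for TSE with it. The other such splits gave at most 2, 1 and 2 genes, and the 27 splits that leave some same-numbered pairs together gave at most 4, 3 and 5. As 8 splits cannot give a share under 0.05, the counts cannot be told apart from the grouping of the samples by this share alone. After each sample's trend on GC content and transcript length was removed, with GC content known for 94.2% of the genes, the drug pair changed 1188 genes, against 1065 of the same genes before. The depth did not differ (exact permutation *P* = 0.6), nor did the share of FPKM in the 10 highest genes (exact permutation *P* = 0.714). All 12 samples labelled with the drug pair were above all samples labelled without it in the mean of the glucocorticoid induced genes, so exchanged labels are unlikely. Between same-numbered samples, the glucocorticoid list rose by 1.15 to 1.24 in control cells, 1.25 to 1.38 under CSE and 1.19 to 1.40 under TSE. The list was fixed before the data were examined, so these rises argue against a batch as their source. For genes outside the list, a response to the drug pair is the hypothesis that remains, with batches untested because the labels give none.

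The response to CSE differed with the drug pair for 12 of 11895 genes and the response to TSE for 29 of 11915, by the interaction term, or 8 and 28 with the block. With CSE, the log2 interaction was 1.02 for *SLC22A15*, 0.70 for *VTN*, 0.67 for *SLC30A2*, -1.12 for *C7*, -1.08 for *PGC*, -0.93 for *CYP4X1*, -0.90 for *MAL* and -0.89 for *FN1* (adjusted *P* = 0.0153). With the block, *SLC22A15* (adjusted *P* = 0.0559), *VTN* (0.0559), *SLC30A2* (0.0673), *MAL* (0.0522) and *FN1* (0.0522) did not pass the threshold. The 4 CSE samples were all above their controls for *FN1* without the drug pair, by 0.99 on the log2 scale. With TSE it was 0.85 for *GC*, 0.78 for *TMEM167B*, 0.77 for *FAM83B*, 0.70 for *ISG20*, 0.67 for *AKR1C3*, -1.29 for *PGC*, -1.12 for *C7*, -0.90 for *SCGB2A1*, -0.87 for *MAL*, -0.85 for *CYB5RL* and -0.51 for *ALDH1A3*. With the block, *FAM83B* (adjusted *P* = 0.0656), *SCGB2A1* (0.0573) and *CYB5RL* (0.0656) did not pass. With 1 sample left out at a time, *SLC22A15* lost the threshold in 13 of 16 fits, *VTN* in 14, *SLC30A2* in 15, *MAL* with CSE in 14, *ISG20* in 14, *AKR1C3* in 13 and *FAM83B*, *SCGB2A1* and *CYB5RL* in 11 each.

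With a mean under 1 FPKM in both groups without the drug pair, 9 of the 12 genes for CSE and 10 of the 29 for TSE were near 0. An extract cannot lower a gene that is not expressed, which may make up part of the negative interactions with CSE, where 6 of 9 genes were so low and *C7*, *PGC* and *CYP4X1* were listed at 0. All 3 genes with a positive interaction were as low and lie outside this explanation. For TSE, 9 of 19 genes with a negative interaction and 1 of 10 with a positive one were so low, which leaves most genes outside it. Flipping the signs of the 4 same-numbered differences gave 0 genes past the threshold in 8 of 8 flips for CSE and in 8 of 8 for TSE, the real one included, so this count separates no flip from another and tests nothing. At an unadjusted *P* under 0.05 the real signs gave 985 genes for CSE and 1177 for TSE, and the other flips 296 to 469 and 316 to 560.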

How the results depend on the processing

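No test reported here was chosen only after the result was seen, but 5 versions of Ballgown's model, and that model and the block for the correlation, were added after seeing the data. The cause was not tested for any result that changed. The count-based alternative was not run because the files hold FPKM.

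With the replicate block, 591 genes passed the threshold under CSE, 453 under both extracts, 2548 under CSE with the drug pair and 0 between CSE and TSE (1260 at an unadjusted *P* under 0.05). With a pseudocount of 0.1, 13 genes passed between CSE and TSE and 5 for the interaction of CSE with the drug pair. That interaction gave 25 genes with no filter, 5 with a minimum mean of 1 FPKM and 28 with the ordinary F test. The interaction of TSE gave 15 with the minimum of 1 FPKM and 54 with the ordinary F test. One fit of all 3 groups gave 24 genes between CSE and TSE.

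Ballgown's default model on genes with a variance above 1 gave 781 genes under TSE and 17 between CSE and TSE. The versions added after seeing the data took all genes above 0, genes summed over transcripts with a variance above 1 in all samples, the same in the samples without the drug pair, single transcripts so chosen in all samples, and single transcripts so chosen without the drug pair. In this order they gave 579, 609, 666, 572 and 588 genes under TSE and 386, 454, 497, 397 and 412 under both extracts. Between CSE and TSE the first gave 6 and the others 18, 2, 20 and 18.

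The correlation of the CSE and TSE changes stayed positive throughout. It was 0.707 with a pseudocount of 0.1, 0.751 with a minimum of 1 FPKM, 0.720 after rescaling to TPM, 0.729 with the most expressed transcript, 0.900 over genes changed by CSE or TSE and 0.961 over genes changed by both. With disjoint controls it was 0.405, between CSE without and TSE with the drug pair 0.511, and the reverse 0.477. With the added versions of Ballgown's model it was 0.721 on genes with a variance above 1 and 0.691, 0.696, 0.699, 0.653 and 0.655 in the order above.

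With 1 replicate left out at a time, 579 to 1294 genes passed under CSE, 1146 to 1383 under TSE, 453 to 833 under both and 5 to 11 between CSE and TSE. The correlation ranged from 0.717 to 0.726 and ANOSIM's R from 0.621 to 0.745. With the drug pair the ranges were 726 to 1147 for the pair in control cells, 741 to 1261 for CSE, 941 to 1431 for TSE, 4 to 11 for the interaction of CSE and 13 to 22 for that of TSE. The DNA replication genes under CSE rose by 0.22 to 0.31 and the E2F and cell cycle genes under TSE by 0.28 to 0.42. The exact *P* was 0.0571 in 1 of the 8 fits for the first and in 4 for the second, all with an exposed sample left out and all with every exposed sample still above every control, so these losses of the threshold do not show instability. The interferon-stimulated genes changed by -0.32 to -0.22 under CSE and by -0.21 to -0.11 under TSE, and passed the threshold in 1 fit each. The NRF2 and AHR targets kept direction and threshold in every such fit.

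Of 164 results for named genes, 100 were the same under every alternative run for them, 64 changed under some alternative and 10 were reversed under some. The block weakened 23 and strengthened 3, Ballgown's model weakened 10 and strengthened 5, the 75th percentile scaling weakened 7 and strengthened 5, and the pseudocount of 0.1 weakened 7 and strengthened 2. PTGS2 under TSE was reversed by the 75th percentile scaling, to -0.013. The other reversals came with a replicate left out. Log2 fold changes then ranged from -0.079 to 0.15 for *TJP1* under CSE and -0.084 to 0.14 under TSE, from -0.22 to 0.58 for *OAS1* under CSE and -0.37 to 0.34 under TSE, from -0.17 to 0.42 for *PTGS2* under CSE and -0.14 to 0.24 under TSE, and from -0.21 to 0.056 for *CXCL1* under CSE and -0.17 to 0.095 under TSE. They ranged from -0.14 to 0.087 for *EGFR* and from -0.087 to 0.051 for *DDX58* under TSE.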

Differences from the paper's values

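The 5 versions of Ballgown's model named as added were chosen only after the values were seen, and no tests of a cause were run for these differences.

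The correlation of the CSE and TSE log2 fold changes was 0.743, and the paper's value is 0.695. None of the alternatives set before the data were examined closed the gap: a pseudocount of 0.1 gave 0.707, no filter 0.742, a minimum of 1 FPKM 0.751, TPM 0.720, the 75th percentile scaling 0.744, the most expressed transcript 0.729, Spearman's rho 0.743, disjoint controls 0.405, CSE without and TSE with the drug pair 0.511, the reverse 0.477, genes changed by CSE or TSE 0.900, genes changed by both 0.961 and 1 replicate number left out 0.717 to 0.726. Versions of Ballgown's default model that were chosen after seeing the values closed it: 0.691 over all genes above 0, and 0.696 and 0.699 over genes summed from transcripts with a variance of FPKM above 1, in all samples or in those without the drug pair. The model on genes with a variance above 1 (0.721) and on single transcripts (0.653 and 0.655), also added after seeing the values, did not, nor did the added block (0.743).

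Under both extracts 819 genes passed the threshold, and the paper's count is 389. Of the alternatives set before the data were examined, Ballgown's default model on genes with a variance above 1, with 553, and the replicate block, with 453, came within 1.5 times the paper's count. So did 5 of the 12 fits with 1 sample left out, with 567, 542, 453 and 487 without control replicates 1 to 4 and 466 without CSE replicate 3, while the other 7 gave 596 to 833. The others did not: 797 with a pseudocount of 0.1, 800 with no filter, 836 with a minimum of 1 FPKM, 675 with the ordinary F test, 787 with TPM, 917 with the 75th percentile scaling, 1028 with all 3 groups in one fit and 624 with the most expressed transcript. The 5 added versions of Ballgown's model, chosen after seeing the values, gave 386, 454, 497, 397 and 412.

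Under CSE only, 340 genes passed, and the paper's count is 832. Ballgown's default model, set before the data were examined, gave 720 and closed the gap. The other alternatives set then did not: 332 with a pseudocount of 0.1, 343 with no filter, 335 with a minimum of 1 FPKM, 377 with the ordinary F test, 367 with TPM, 433 with the 75th percentile scaling, 477 with all 3 groups in one fit, 138 with the replicate block, 260 with the most expressed transcript and 113 to 461 with 1 sample left out. The 5 added versions, chosen after seeing the values, closed it with 803, 835, 782, 746 and 766.

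Under TSE only, 852 genes passed, and the paper's count is 190. Ballgown's default model, set before the data were examined, gave 228 and closed the gap. The other alternatives set then did not: 830 with a pseudocount of 0.1, 866 with no filter, 825 with a minimum of 1 FPKM, 807 with the ordinary F test, 821 with TPM, 822 with the 75th percentile scaling, 663 with all 3 groups in one fit, 1050 with the replicate block, 728 with the most expressed transcript and 505 to 1205 with 1 sample left out. The 5 added versions, chosen after seeing the values, closed it with 193, 155, 169, 175 and 176. The paper's methods name Ballgown.

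The paper's text lists *CXCL6* among genes raised by CSE, and its log2 fold change here was -0.72 under CSE and -0.68 under TSE. The paper lists *CDH1*, *CTNNB1*, *RSAD2* and *IFITM3* as lowered by CSE. Each was lower, and none passed the threshold under CSE, with adjusted *P* values of 0.478, 0.0747, 0.133 and 0.104 from limma. Of the genes the paper names as different between CSE and TSE, *TIPARP* and *TNFRSF10A* passed the threshold, and *ALDH1L1* (adjusted *P* = 0.158), *CDC42BPB* (0.0523), *MLPH* (0.0545), *SQSTM1* (0.341) and *FLCN* (0.241) did not. With Ballgown's default model on genes with a variance above 1, set before the data were examined, *CDC42BPB*, *MLPH* and *SQSTM1* passed (adjusted *P* = 0.0206 each), and *ALDH1L1* and *FLCN* did not reach the variance filter. *CDC42BPB* and *MLPH* also passed with a pseudocount of 0.1, and *MLPH* with the 75th percentile scaling. *TPD52L2*, *CEACAM7*, *SLC3A1*, *CYP1A1*, *CYP1B1* and *ALDH1A3* passed it and are not among those the paper names. The counts between CSE and TSE were 8 here and 7 in the paper.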

Other observations

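The tests of exposed samples against their labels, of *TNFRSF10A* and of weaker induction by CSE, and the counts over same-numbered pairs, were chosen only after the result was seen, and the other tests here were chosen before it. The disjoint controls were an alternative set before the values were seen, and the prediction that tests shared controls with them was written after.

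For the comparisons without the drug pair, 1 of the 8 splits that part the same-numbered pairs, the real one, gave as many genes for CSE, 1 of 8 for TSE and 1 of 8 between CSE and TSE. The other such splits gave at most 2, 1 and 2 genes, and the 27 splits that leave some pairs together at most 3, 4 and 4. The share cannot fall under 0.05 with 8 splits, so the counts cannot be told apart from the grouping by it alone. For the genes under both extracts, 1 of 100 drawn splits, of 648 possible, gave as many, and the others gave at most 1 gene. After the trends on GC content and transcript length were removed, with GC content known for 94.3% of the genes, CSE changed 1481 genes (1108 of the same genes before) and TSE 1969 (1607 before). The depth did not differ from control for CSE (exact permutation *P* = 0.629) or TSE (exact permutation *P* = 0.943), and the share of FPKM in the 10 highest genes did not pass the threshold (exact permutation *P* = 0.0857 for each). That share was higher than in the same-numbered control in 3 of 4 pairs for CSE and in 4 of 4 for TSE. The differences ran from -0.106 to 0.763 percentage points for CSE and from 0.077 to 0.235 for TSE, so a shift was not excluded. All 16 exposed samples were above all unexposed samples in the mean of the AHR targets. The changes are thus consistent with a response to the extracts, with batches untested because the labels give none.

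The correlation of the CSE and TSE changes could come from the 4 control samples that both share. With disjoint controls it was 0.405, against 0.793 when the same 2 controls served both, and in simulated data with no change it was 0.516 with shared and 0.0185 with disjoint controls. Shared controls are thus a candidate explanation for part of the correlation and not for all of it. Without the genes that had a jump it was 0.781.

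The difference of *TNFRSF10A* between CSE and TSE may be a jump between replicates and not an effect of the extracts. Its control values of 4.85 and 5.58 FPKM stood against 0.523 and 0.868, a gap short of a jump as defined above. Neither the CSE nor the TSE samples without the drug pair held a jump. The gene had a jump in 2 groups, among them TSE with the drug pair, at 0.457, 0.637, 9.76 and 0.598 FPKM. In the samples with the drug pair its log2 difference was 1.20, of the opposite sign (adjusted *P* = 0.895). The drug pair differs between these sets of samples, so an effect that depends on it cannot be told apart from a jump.

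Of the 8 genes past the threshold between CSE and TSE, 7 kept their direction in the samples with the drug pair, *TNFRSF10A* being the exception, and 5 of the paper's 7 did. The direction does not give the size. For *TPD52L2* the log2 difference was 0.17 with the drug pair (SE 0.12, adjusted *P* = 0.894 from limma), against 1.28 without it. For *TIPARP* it was -0.63 with the drug pair and -0.64 without it. With the drug pair 3 of 11751 genes passed the threshold, 781 at an unadjusted *P* under 0.05, and 2 genes passed in both sets, *CYP1A1* and *CYP1B1*. Across genes, the differences of CSE and TSE with and without the drug pair had a correlation of 0.174.

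The AHR targets were lower under CSE than under TSE by a difference of -0.57. Without *CYP1A1* and *CYP1B1* the difference was -0.35, with all 4 CSE samples below all TSE samples (exact permutation *P* = 0.0286), and in the samples with the drug pair it was -0.54 (exact permutation *P* = 0.0286). The DNA replication genes, lower by -0.23 without the drug pair, differed by -0.19 with it (exact permutation *P* = 0.0286). For these 2 lists this is consistent with weaker induction by CSE at the dilution used. The NRF2 targets differed by -0.05 (exact permutation *P* = 0.686), so the lower values do not extend to every response.

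The drug pair raised the mean of the glucocorticoid induced genes in control cells by 1.19, with 12 of 12 genes higher. It changed the DNA replication genes by -0.51, the E2F and cell cycle genes by -0.58, the interferon-stimulated genes by -0.40 and the AHR targets by -0.16 (exact permutation *P* = 0.0286 and Benjamini-Hochberg adjusted *P* = 0.04 over 21 tests for each of these lists). The NRF2 targets changed by -0.08 and the cAMP induced genes by 0.16 (exact permutation *P* = 0.314 for both). In exposed cells the cAMP induced genes rose by 0.23 under CSE and 0.32 under TSE (exact permutation *P* = 0.0286 and adjusted *P* = 0.04 for both). The change of the AHR targets there was -0.12 under CSE (exact permutation *P* = 0.114) and -0.14 under TSE (exact permutation *P* = 0.0857), lower in 3 and in 4 of 4 same-numbered pairs, and neither passed the threshold.

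The paper measured TGF-alpha and a PDGF protein, which a figure legend names as PDGF-AA and the text as PDGF-BB. Of their genes, *TGFA* changed by 0.20 under CSE (adjusted *P* = 0.0391) and 0.13 under TSE (adjusted *P* = 0.147), *PDGFA* by -0.37 (adjusted *P* = 0.159) and -0.74 (adjusted *P* = 0.0535), and *PDGFB* by 0.32 (adjusted *P* = 0.474) and 0.39 (adjusted *P* = 0.361).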
